# Impact of Intramammary Treatment on Gene Expression Profiles in Bovine *Escherichia coli* Mastitis

**DOI:** 10.1371/journal.pone.0085579

**Published:** 2014-01-14

**Authors:** Anja Sipka, Suzanne Klaessig, Gerald E. Duhamel, Jantijn Swinkels, Pascal Rainard, Ynte Schukken

## Abstract

Clinical mastitis caused by *E. coli* accounts for significant production losses and animal welfare concerns on dairy farms worldwide. The benefits of therapeutic intervention in mild to moderate cases are incompletely understood. We investigated the effect of intramammary treatment with cefapirin alone or in combination with prednisolone on gene expression profiles in experimentally-induced *E. coli* mastitis in six mid-lactating Holstein Friesian cows. Cows were challenged with *E. coli* in 3 quarters and received 4 doses of 300 mg cefapirin in one quarter and 4 doses of 300 mg cefapirin together with 20 mg prednisolone in another quarter. At 24 h (n = 3) or 48 h (n = 3) post-challenge, tissue samples from control and treated quarters were collected for microarray analysis. Gene expression analysis of challenged, un-treated quarters revealed an up-regulation of transcripts associated with immune response functions compared to un-challenged quarters. Both treatments resulted in down-regulation of these transcripts compared to challenged, un-treated quarters most prominently for genes representing Chemokine and TLR-signaling pathways. Gene expression of Lipopolysaccharide Binding Protein (LBP), CCL2 and CXCL2 were only significantly down-regulated in cefapirin-prednisolone-treated quarters compared to un-treated controls. Down-regulation of chemokines was further confirmed on the basis of protein levels in milk whey for CXCL1, CXCL2 and CXCL8 in both treatments with a greater decrease in cefapirin-prednisolone-treated quarters. The data reveal a significant effect of treatment on cell recruitment with a more pronounced effect in cefapirin-prednisolone treated quarters. Provided a rapid bacteriological clearance, combination therapy may prevent neutrophil-induced tissue damage and promote recovery of the gland.

## Introduction

Clinical mastitis is a highly prevalent disease in dairy cows and causes substantial economic loss for the dairy industry worldwide [1]. Infections with *E. coli* are assumed to be the most frequent cause of clinical mastitis on dairy farms with low somatic cell counts (SCC) [2], [3]. Although pathogen factors have an impact on infection dynamics [4], the amplitude of the inflammatory response is mainly dependent on individual cow factors [5], [6]. The efficacy of antibiotic and/or anti-inflammatory treatment in *E. coli* mastitis is still a topic of scientific debate. Treatment is generally recommended in severe cases and in the puerperal period [7]. Studies on treatment value in mild to moderate clinical cases however show conflicting results. No beneficial effect was observed for systemic treatment with trimethroprim-sulfadiazin or intramammary treatment with colistin in an experimental *E. coli* mastitis model [8]. Similar results were reported for systemic treatment with enrofloxaxin in combination with ketoprofen or ketoprofen alone in naturally occurring *E. coli* mastitis [9]. Others however, reported beneficial health effects when cephalosporin or fluoroquinolone antibiotics are used. An overall positive impact on clinical score, bacteriological cure and milk production after intramammary treatment was observed [3], [10], [11]. Despite the results in favor of treatment in mild to moderate cases, it is not generally recommended, mostly because of concerns for food safety and emergence of *E. coli* with antibiotic resistance [7], [12]. Less work has been done on the impact of glucocorticoids in combination with antibiotics in mastitis treatment. Systemic treatment with dexamethasone in endotoxin-induced mastitis reduced neutropenia, milk loss and the development of fever [13], [14]. Another study however indicated that systemic administration of isoflupredone did not have a beneficial effect on recovery in endotoxin-induced mastitis [15]. Due to the potential long term immune suppressive effects of glucocorticoids, the use of non steroidal anti-inflammatory drugs is usually recommended [12], [16].

The host immune response in intramammary *E. coli* infection has been studied intensively in recent years. Microarray based studies show a general up-regulation of genes associated with immune response mechanisms and down-regulation of genes related to fat metabolism in tissue of experimentally inoculated quarters [17], [18]. In both studies up-regulated genes show an enrichment of NF-κB regulated pathways, most prominently chemokine and cytokine signaling associated pathways within the first 24 h of the inflammatory response. This initial cytokine and chemokine response was shown to be a decisive mechanism during an *E. coli* mastitis and is known to play a critical role in the inflammatory process [19]. In an experimental mastitis model, it was shown that the strong up-regulation of TLR2 induced by *E. coli* challenge originated from the mammary gland epithelial cells [20]. In vitro challenge studies of cultured primary bovine mammary epithelial cells revealed a gene expression pattern in response to heat inactivated *E. coli* with the most prominent activation in genes encoding chemokines and cytokines [21]. To our knowledge, the outcome of intramammary therapy on the host chemokine and cytokine response patterns in udder tissue has not been investigated. In a previous study, we showed clinical and somatic cell count effects of intramammary treatment with cefapirin alone or in combination with prednisolone on the course of experimental *E. coli* mastitis [22]. Cefapirin-treated quarters showed a rapid bacteriological clearance and both treatments reduced local inflammation with the most prominent reduction in the influx of milk somatic cells and tissue polymorphonuclear neutrophil (PMN) infiltrate with the combination therapy. It remains unclear however which immune mediators are contributing to the treatment effects and were responsible for the treatment differences. The objective of the present study was to investigate the impact of intramammary treatment with cefapirin and prednisolone on immune response dynamics using microarray data to create gene expression profiles for challenged, treated and untreated quarters. We focused on the first 48 h post challenge, which covered the duration of the treatment protocol and enabled us to investigate potential treatment effects on the initial inflammatory response. A particular aim was to compare the expression profiles of antibiotic therapy alone versus a combination of antibiotics and glucocorticoids. To our knowledge this is the first assessment of udder tissue gene expression profiles as an approach to evaluate the efficacy of intramammary therapeutic interventions.

## Materials and Methods

### Ethics Statement

This study was approved by the Cornell Institutional Animal Care and Use Committee (project number: 2010-0078). All procedures involving animals were carried out in accordance with U.S. legislation on animal welfare. Cows were euthanized using a penetrating captive bolt followed by immediate exsanguination.

### Experimental Mastitis Model

Animal selection, challenge and sampling procedures were described in more detail in a previous report [22]. Briefly, six mid lactating Holstein Friesian cows were challenged with 100 colony forming units (cfu) of a fully characterized, cefapirin-susceptible *E. coli* mastitis strain (ECC-Z) [23] via the teat canal in 3 quarters. Treatment was performed 4 h after bacterial challenge. One of the rear quarters was treated with the combination of 300 mg cefapirin and 20 mg prednisolone (CFPD), the other rear quarter was treated with 300 mg cefapirin only (CF) (both MSD Animal Health, Boxmeer, the Netherlands). One quarter was challenged without treatment (CNT) and one quarter remained as un-challenged control (NC). Blood and milk samples were collected at challenge and every 6 h post challenge. Treatment was repeated at the subsequent milkings (12, 24 and 36 h post challenge). The cows were sacrificed for tissue collection at 24 (n = 3) and 48 h (n = 3) after infection. In total there were two treatments for cows being euthanized at 24 h post challenge, and four treatments for cows being euthanized at 48 h post challenge. Tissues samples were taken immediately after euthanasia. Samples for RNA preparation were obtained from the mid parenchyma of each quarter and immediately snap frozen in liquid nitrogen.

### Expression Profiling using Microarrays

Mammary gland tissue was snap frozen in liquid nitrogen and stored at −80°C until further assayed. Tissue was disrupted in lysis buffer using eppendorf pestles and RNA was extracted using the RNeasy kit (QIAGen, Gaithersburg, MD) as to the manufacturer’s instructions. Purity and integrity of the RNA was assessed using microfluidics analysis (2100 Bioanalyzer, Agilent). Only samples with an RNA integrity number >8.0 were used for further analysis, resulting in microarray analysis of tissues samples from 20 quarters of 5 cows. One cow was excluded from microarray analysis due to low integrity of collected RNA. Total RNA was amplified and biotin labeled (aRNA) with the MessageAmp™ Premier RNA Amplification Kit (Ambion®, Life Technologies, Carlsbad, CA). The obtained aRNA (15 µg per sample) was fragmented at 94°C for 35 min in a reaction volume of 30 µl containing 6 µl 5x array fragmentation buffer and nuclease free water following the manufacturer’s instructions. On completion of the fragmentation reaction, the hybridization cocktail was made according to the 49 Format with 5 µl of control oligonucleotide B2, 15 µl of 20X Eukaryotic Hybridization Controls, 3 µl of Herring Sperm DNA, 3 µl of BSA, 150 µl of 2x Hybridization Buffer, 30 µl of DMSO, and nuclease free water to a volume of 270 µl. This hybridization cocktail was then was added to the 30 µl of fragmentation mixture and a volume of 200 µl was hybridized to a GeneChip® Bovine Genome Array for 16 h at 45°C in a rotating Affymetrix hybridization oven. After hybridization the array was washed and stained using the GeneChip® Hybridization Wash and Stain Kit (all kits and Arrays were from Affymetrix, Santa Clara, CA). Slides were scanned immediately after washing on the Affymetrix GeneChip® Scanner 7G Plus, according to the manufacturer’s protocol. The Bovine Genome Array contains 24128 probe sets which represent 15264 UniGenes (annotation from May 2006) to measure the global transcripts. The Bovine Genome Array annotation available from NetAffx™ Analysis Center (Bovine.na29.annot.csv) was used. The microarray data has been deposited in the Gene Expression Omnibus database (accession number: GSE50685).

### Analysis of Microarray Data

The raw data was analyzed using Bioconductor software [24] in RStudio [25]. Normalization of expression values was performed using the Robust Multiarray Average (RMA) algorithm as implemented in the Affy package. Differential expression of each gene was assessed using empirical Bayes models which were implemented in the R package Limma [26]. Briefly, the model allowed for testing differences between treatment groups using a moderated Student’s t-test statistic to identify significantly differently expressed genes. This test moderates residuals of the standard deviations across the probe sets to obtain more stable interferences for each transcript. Probes were considered to be differentially expressed (DE) if the false discovery rate adjusted P-value was below 0.05 and had a minimum fold change of 2.

Similarity between samples was determined with the Gene Distance Matrix function in Multi-experiment Viewer (MeV version 4.8.01) [27] using Pearson correlation as a distance metric. Annotation and pathway analysis was performed using the online software tool DAVID (Database for Annotation, Visualization and Integrated Discovery) [28]. Overrepresentation of gene sets defined by the group of biological process (BP) in the Gene Ontology (GO) data base or the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis were tested using Fisher’s exact test. Only significant DE genes which were annotated with an Entrez gene ID were included.

### Real Time PCR Analysis

Quantitative real time PCR (qPCR) was performed with the same RNA samples as used for the microarray hybridization. Synthesis of cDNA was performed with an amount of 1 µg total RNA using SuperScript II Reverse Transcriptase and oligo (dT) nucleotide primers (both Invitrogen, Life Technologies, Carlsbad, CA) according to the manufacturer’s instructions. Thermocycling was performed in a StepOnePlus Real Time PCR system with SYBR Green Master Mix (both Applied Biosystems, San Francisco, CA) using the following conditions: 95°C for 10 min, followed by 40 cycles of 95°C for 15 sec and 60°C for 60 sec with fluorescence detection during the annealing/extension step. The quality of amplification was verified by melt curve analysis. Primer sequences, references, accession numbers and concentrations used for amplification reactions are indicated in table 1.

**Table 1:** Primer sequences for quantitative RT-PCR.

Gene	Forward (for) and reverse (rev) primer sequences (5′→3′) and concentrations (nM)	bp^a^	NCBI Accession Nr.^b^
**CCL2**	for TCGCTGCAACATGAAGGTCT (300)	119	NM_174006.2
	rev TATAGCAGCAGGCGACTTGG (300)		
**CXCL2**	for GCCACTCTCAAGACTGGTCA (300)	152	NM_174299.3
	rev GGGCAGGGTCTACTTCTGGA (300)		
**LBP**	for GGTTCCGAAGGGTCTTGGAG (300)	166	NM_001038674.2
	rev AGCATTTGGGCTGTTGCTTG (300)		
**CXCL8**	for CCTCTTGTTCAATATGACTTCCA (300)	189	NM_173925.2
	rev GGCCCACTCTCAATAACTCTC (50)		
**IL-12 A p35**	for TGTCAGCAACACGCTACAGA (300)	124	NM_174355.1
	rev CAGTGGTAAACAGGCCTCCA (300)		
**UXT**	for CAGCTGGCCAAATACCTTCAA (300)	125	NM_001037471
	rev GTGTCTGGGACCACTGTGTCAA (300)		
**MRLP39**	for GCTGTGTGATAGAGAGGGCA (300)	96	NM_001080730.2
	rev CGTCATAGCAGAAGGCTCCA (50)		

^a^ bp, length of amplicons in base pairs.

^b^ NCBI National Center for Biotechnology Information.

### Analysis of qPCR Data

Two genes with known stable expression in udder tissue which were also not present on the list of differentially expressed genes from the microarray experiment, Ubiquitously expressed transcript (*UXT*) and Mitochondrial Ribosomal Protein L39 (*MRLP39*), were used as reference genes [29]. The cycle number required to achieve a definite SYBR Green fluorescence signal was calculated by the StepOne Software v2.3 (Applied Biosystems, San Francisco, CA) as cycle threshold (C_t_.) and is inversely correlated to the amount of target gene in the sample. The C_t_ of the reference genes showed no significant difference between all samples and a reference index was calculated to normalize the C_t_ of the target genes. The relative quantity (RQ) of the normalized target gene in samples of infected and treated quarters compared to the uninfected and untreated control quarters was calculated by the ΔΔC_t_ method in StepOne Software v2.3. The calculation was corrected by the efficiency of the primer pairs for each gene, which was determined beforehand and found to be between 96% an 114%. Statistical differences between RQ values from CNT and CF or CFPD quarters were analyzed with the non parametric NPAR1WAY procedure in SAS software Version 9.2 (SAS Institute Inc., Cary, NC).

### Sandwich Enzyme-linked Immunosorbent Assays (ELISAs) to Assess the Concentrations of Bovine Chemokines in Milk Whey

Milk samples were centrifuged at 20,000×g and 4°C for 30 min. The fat layer was removed and milk whey was collected and stored in aliquots at −20°C until ELISA analyses. Concentrations of the chemokines CXCL1, CXCL2 and CXCL8 were measured in milk by ELISA performed as previously described [30], [31]. Lower limits of detection in milk were 0.2, 0.1 and 0.01 ng/ml for CXCL1, CXCL2, and CXCL8, respectively.

## Results

### Challenge Induced Clinical Mastitis and Treatment Induced Rapid Bacteriological Cure

All cows developed clinical mastitis in the challenged untreated quarters. Body temperature was moderately elevated at 18 h post challenge (39.2±0.3°C, data not shown). Control quarters that were not challenged, did not develop mastitis and did not show presence of the challenge strain at any time point during the experiment. The challenge *E. coli* strain was isolated from milk from all challenged not treated quarters after challenge and at the time of tissue collection. Recovered isolates were confirmed to be the challenge strain by PCR-based fingerprinting [4]. At 24 h post challenge growth of the challenge strain could still be detected in the CF quarter of one cow. The other cows did not show bacterial growth in milk in any of the treated quarters. The clinical and bacteriological results have been described in more detail in Sipka et al. 2013 [22].

### Challenge Resulted in Up-regulation of Immune Response Associated Genes

Tissue samples from all 4 quarters of 2 cows at 24 h and 3 cows at 48 h post challenge were subjected to microarray analysis. 

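Each array measured the RNA of 1 gland, 1 of the 4 separate glands of a cow's udder. Cows 4 and 5 were sampled at 24 h and cows 1, 2 and 3 at 48 h post challenge, so that each group held 2 arrays at 24 h and 3 arrays at 48 h. The 3 challenged glands of a cow received 100 cfu of E. coli. CF glands were infused with 300 mg of cefapirin, a cephalosporin antibiotic that blocks cell wall synthesis in bacteria. CFPD glands were infused with 300 mg of cefapirin and 20 mg of prednisolone, a synthetic glucocorticoid. The infusions at 4 and 12 h preceded the sampling at 24 h, and those at 24 and 36 h were given as well before the sampling at 48 h. By the labels of the deposited samples, the tissue came from the cisternal region of the gland, whereas the paper describes it as mid parenchyma. In every cow the right front gland was the NC gland and the left front gland the CNT gland, so position and group coincide for these.
The array carries 24128 probe sets, 112 of them controls. Of the probe sets, 13318 have 1 gene symbol, 86 have several and 10724 have none. The values are log2 signals, computed by the authors with RMA. The median of an array lay between 7.12 and 7.31 on this scale, and all values lay between 2.3 and 15.6. Probe sets above the median of the array on at least 2 arrays at 24 h or 3 arrays at 48 h were tested, 13004 and 13000 in number. A probe set is called higher or lower here when its adjusted p (Benjamini and Hochberg) from limma was under 0.05 and its log2 fold change at least 1 in size.
The labels CF and CFPD of cows 1 and 4 are in doubt, since the fold changes in Tables S3 to S6 follow the deposited arrays more closely when these labels are exchanged. The deposited values alone do not settle on which side the exchange lies. By the paper's qPCR, CFPD glands appeared to have the lowest expression of every gene measured, which goes with the labels of its tables. At 24 h the paper found no significant difference by qPCR. At 48 h it found LBP and CXCL8 significantly lower in CFPD than in CF glands. All values follow the deposited labels. The main calls and directions that rest on the labels are also given with the labels of cows 1 and 4 exchanged, an alternative chosen after the data were seen.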

Comparisons between CNT and NC quarters were made to observe the host response to *E. coli* ECC-Z at the respective time points. 

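Haptoglobin (HP), an acute phase protein that binds free haemoglobin, had a log2 level of 13.75 ± 0.44 (SD, n = 2) in CNT glands and of 7.01 ± 0.76 (SD, n = 2) in NC glands 24 h post challenge. This is a log2 fold change of 6.73 (standard error 1.10, adjusted p = 0.0331 from limma). CXCR1, a receptor through which neutrophils respond to CXCL8, rose by 5.85 on the log2 scale (standard error 0.79, adjusted p = 0.0238). S100A9, a calcium-binding protein abundant in neutrophils, rose by 5.55 (standard error 0.60, adjusted p = 0.0141). Complement factor B (CFB), a protease of the alternative complement pathway, rose by 3.88 (standard error 0.21, adjusted p = 0.00183), from 9.35 ± 0.17 (SD, n = 2) to 13.23 ± 0.32 (SD, n = 2). CD40, a receptor of antigen-presenting cells, rose by 2.87 (standard error 0.15, adjusted p = 0.00183), while its other probe set, with a log2 fold change of 0.43, did not pass (adjusted p = 0.202). HPGD, an enzyme that degrades prostaglandins, fell by 3.86 (standard error 0.61, adjusted p = 0.0312).
Of the 13004 probe sets tested, 211 were higher and 100 lower in CNT glands. Each of these 311 probe sets moved the same way in both cows, and together they carried 190 different gene symbols. With the cow as a block in the model, 518 were higher and 275 lower. The count was 3 without the NC gland of cow 4, 11 without that of cow 5, 65 without the CNT gland of cow 5, 483 without that of cow 4, 179 without all glands of cow 4 and 19 without cow 5. In these 6 fits, CD40 kept its call. CFB lost it only without cow 4 or cow 5, and CXCR1 only without the NC gland of cow 4 or of cow 5. S100A9 lost it without the NC gland of cow 4 or of cow 5 and without cow 5. HP and HPGD lost it in all 6. Each of these fits leaves 1 array in a group. Without a cow, the spread is that of the fit of all arrays, those of 48 h among them. A call at 24 h that ended without a cow thus does not show that the change rests on 1 cow.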

At 24 h post challenge, 231 DE genes (P<0.05) were identified of which 164 were up-regulated and 67 were down-regulated. 

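In CNT glands 48 h post challenge, S100A9 transcripts stood at 11.11 ± 0.86 (SD, n = 3) on the log2 scale and in NC glands at 5.69 ± 0.97 (SD, n = 3). The log2 fold change was 5.43 (standard error 0.71, adjusted p = 0.00397 from limma). CCR1, a receptor of leukocytes for CCL3 and CCL5, rose by 2.65 (standard error 0.26, adjusted p = 0.00129). Complement C1r (C1R), a protease that starts the classical complement pathway, rose by 1.91 (standard error 0.25, adjusted p = 0.00397). ISG15, a protein induced by interferon, rose by 1.25 (standard error 0.16, adjusted p = 0.00296). ALOX15, a lipoxygenase that oxidizes arachidonic acid, fell by 3.30 (standard error 0.52, adjusted p = 0.00789), and MYBPC1, a myosin-binding protein of muscle, fell by 3.36 (standard error 0.46, adjusted p = 0.00481).
Of the 13000 probe sets tested, 279 were higher and 67 lower, 346 in all with 216 different gene symbols. With the cow as a block, 503 were higher and 169 lower, and after quantile normalization of the 48 h arrays, 168 were higher and 85 lower. All arrays in 1 fit gave 356 higher and 101 lower. The count was 112 without the NC gland of cow 2, 143 without that of cow 3, 165 without that of cow 1, 212 without the CNT gland of cow 3 and 228 without that of cow 1. It was 163 without all glands of cow 1, 16 without cow 2 and 0 without cow 3, where limma gave 2615 probe sets an unadjusted p under 0.05. Without cow 3, the adjusted p of the genes named lay between 0.0568 (CCR1) and 0.103 (C1R). Without cow 2, it was 0.0688 for CCR1, 0.122 for C1R, 0.0642 for ISG15, 0.0908 for ALOX15 and 0.0572 for MYBPC1, and ALOX15 also lost its call without cow 1 (0.0557).
Among the 12518 probe sets tested at both time points, 71 were higher in CNT than in NC glands at both (3.78 expected by chance). Another 14 were lower at both, and none was called in opposite directions. Of the 270 called at 24 h among them, 255 had the same sign at 48 h. Of the 332 called at 48 h, 317 had the same sign at 24 h.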

At 48 h post challenge, a total of 290 DE genes (P<0.05) were identified of which 239 were up-regulated and 51 down-regulated (Tables S1, S2). Table 2 shows a representative selection of significantly enriched GO terms among up- and down-regulated DE genes in challenged not treated quarters at 24 and 48 h post challenge (P<0.05). Among up-regulated genes, the most enriched terms were associated with immune response functions, response to bacterium and cell activation (Tab. 2). 

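S100A12 and S100A8, calcium-binding proteins that neutrophils release, rose by 4.97 (standard error 0.76, adjusted p = 0.0301 from limma) and 4.73 (standard error 0.50, adjusted p = 0.0141) on the log2 scale at 24 h. IL1RN, the antagonist of the interleukin 1 receptor, rose by 4.03 at 24 h (standard error 0.28, adjusted p = 0.00424) and by 3.15 at 48 h (standard error 0.46, adjusted p = 0.00567). CCL19, a ligand that draws dendritic cells and lymphocytes, rose by 2.54 at 24 h (standard error 0.19, adjusted p = 0.00424), and CD68, a lysosomal protein of macrophages, by 2.86 at 48 h (standard error 0.48, adjusted p = 0.0107). In the data of 24 h, the call of S100A12 ended without the NC gland of cow 4 (adjusted p = 0.152) or 5 (0.135), without the CNT gland of cow 5 (0.0772) or without cow 5 (0.268), that of S100A8 without the NC gland of cow 4 (adjusted p = 0.0865) or 5 (0.0644) or without cow 5 (0.23), that of IL1RN without the NC gland of cow 4 (0.0588) or without cow 5 (0.119), and that of CCL19 without the NC gland of cow 4 (0.0583) or without cow 5 (0.0696). At 48 h, the call of IL1RN ended without cow 2 (0.0715) or cow 3 (0.103), and that of CD68 without cow 1 (0.0848) or cow 3 (0.103).
Among 14 marker genes of neutrophils, 8 were higher in CNT glands at 24 h and 14 at 48 h, none was lower, and all 14 were higher at both time points when adjusted over the list alone. Genes of the acute phase and of antimicrobial proteins were higher in 10 of 19 cases at 24 h and in 8 of 18 at 48 h, with none lower (14 and 12 higher when adjusted over the list alone). Of the chemokine ligands, CCL19 and 4 more of 20 were higher at 24 h and 4 of 21 at 48 h (7 and 8 when adjusted over the list alone). Of 26 genes of cytokines and their receptors, 4 were higher at 24 h and 5 at 48 h, IL1RN among them at both (8 and 11 when adjusted over the list alone). Of the markers of monocytes and macrophages, none of 13 was higher at 24 h and 6 of 14 at 48 h, CD68 among them (6 and 9 when adjusted over the list alone, and 1 lower at 48 h).
Ranked against all other genes with camera, these lists were shifted upwards in CNT glands. The adjusted p was 4.29e-11 at 24 h and 2.44e-15 at 48 h for neutrophil markers and 5.11e-11 and 9.71e-08 for acute phase genes. It was 0.000341 and 0.0029 for chemokine ligands, 2.4e-06 and 0.0109 for cytokines, and 0.00226 and 0.000884 for monocyte markers. Of 21 lists tested at each time point, 10 were shifted upwards at each, but none with an estimated correlation (adjusted p = 0.205 or more at 24 h and adjusted p = 0.137 or more at 48 h). With fry, another test of gene lists, 11 were shifted upwards at 24 h and 13 at 48 h. Of the lists just named, only the monocyte markers at 24 h did not pass with fry (adjusted p = 0.055). Several members stand in Tables S1 and S2, so the lists are not independent evidence.

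**Figure D1:**
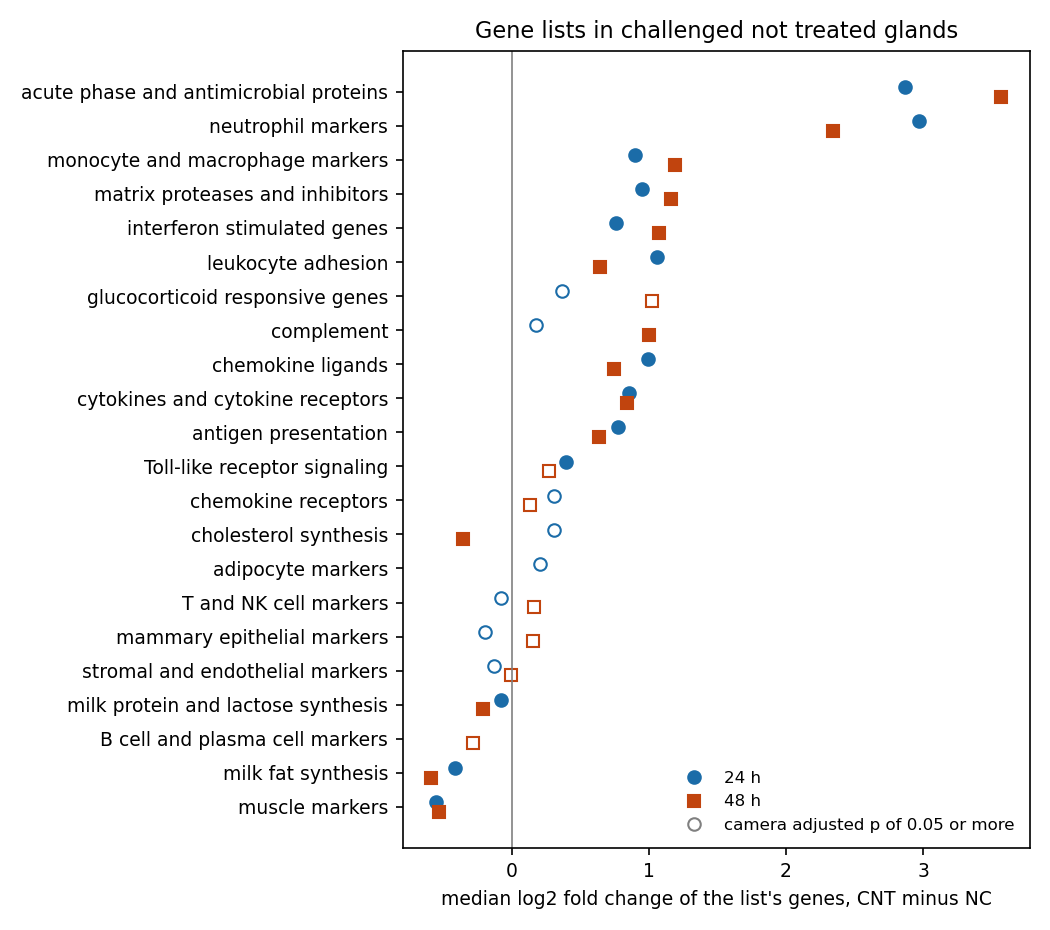
Median log2 fold change of CNT against NC glands over the genes of each list, at 24 h (circles) and 48 h (squares). Open symbols mark lists whose adjusted p from camera was 0.05 or more. The neutrophil markers lie at 2.97 and 2.34, and the genes of milk fat synthesis at -0.42 and -0.59.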

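Lipoprotein lipase (LPL), which frees fatty acids from blood lipids for milk fat, had a log2 level of 10.67 ± 0.47 (SD, n = 2) in CNT glands and of 13.06 ± 0.58 (SD, n = 2) in NC glands at 24 h. The log2 fold change was -2.39 at 24 h (standard error 0.45, adjusted p = 0.0442 from limma, and 0.0517 with the labels of cow 4 exchanged, through the shared variance) and -1.81 at 48 h (standard error 0.40, adjusted p = 0.0337). Butyrophilin (BTN1A1), a protein of the milk fat globule membrane, fell by 1.28 at 24 h (standard error 0.21, adjusted p = 0.0318). CD36, a fatty acid transporter, fell by 1.22 at 24 h (standard error 0.14, adjusted p = 0.0154), and fatty acid synthase (FASN) fell by 1.14 at 48 h (standard error 0.24, adjusted p = 0.0282). Of the 6 fits at 24 h without 1 array or 1 cow, LPL lost its call in all (adjusted p 0.0532 to 0.751), CD36 in all but that without the CNT gland of cow 4 (0.0795 to 0.647), and BTN1A1 without either NC gland (0.156 and 0.166), without the CNT gland of cow 5 (0.102) and without cow 5 (0.332). Of the 9 such fits at 48 h, LPL (0.0579 to 0.142) and FASN (0.0651 to 0.18) lost it in all but that without the CNT gland of cow 2.
Of the genes of milk fat synthesis, LPL, BTN1A1, CD36 and 3 more of 32 were lower at 24 h and LPL, FASN and 1 more of 33 at 48 h, with none higher (8 and 6 lower when adjusted over the list alone). The list's medians, -0.42 and -0.59, were shifted downwards with camera (adjusted p = 1.42e-06 and 3e-12), but not with an estimated correlation (adjusted p = 0.255 and 0.208). With fry, the adjusted p was 0.024 and 0.036. No gene of cholesterol synthesis was called among 15 at either time point, also when adjusted over the list alone. Their median was 0.31 at 24 h (adjusted p = 0.398) and -0.36 at 48 h (adjusted p = 0.000648, and adjusted p = 0.273 with an estimated correlation).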

Among down-regulated genes enriched terms included a lower count of genes and were mainly involved in fatty acid metabolic processes and lipid biosynthesis (Tab. 2).

**Table 2:** Significantly enriched Gene Ontology terms in up-regulated DE gene list (positive FI) and down-regulated DE gene list (negative FI) in challenged not treated quarters compared to not challenged quarters.

	24 h post challenge			48 h post challenge		
FI	GO Term	Count	P-Value^a^	GO Term	Count	P-Value^a^
**positive**	inflammatory response	22	6.14E-18	immune response	19	9.03E-09
	response to wounding	24	3.12E-15	inflammatory response	12	3.70E-08
	immune response	26	4.09E-12	response to wounding	13	1.05E-06
	response to bacterium	13	1.22E-08	chemotaxis	8	2.80E-06
	positive regulation of immune response	11	3.38E-07	response to bacterium	8	8.18E-05
	leukocyte activation	12	9.53E-07	locomotory behavior	8	1.83E-04
	positive regulation of immune system process	13	1.14E-06	positive regulation of response to stimulus	8	4.11E-04
	immune effector process	10	1.46E-06	leukocyte activation during immune response	4	9.99E-04
	cell activation	12	4.47E-06	proteolysis	17	0.002469
	lymphocyte mediated immunity	7	3.62E-05	regulation of phagocytosis	3	0.004823
**negative**	fatty acid metabolic process	5	0.0013	positive regulation of cholesterol storage	2	0.0075
	acylglycerol metabolic process	3	0.0049	fatty acid biosynthetic process	3	0.0082
	oxidation reduction	8	0.0049	lipid biosynthetic process	4	0.0082
	lipid biosynthetic process	5	0.0053	positive regulation of foam cell differentiation	2	0.0100
	glycerol ether metabolic process	3	0.0057	positive regulation of lipid storage	2	0.0100
	neutral lipid metabolic process	3	0.0057	regulation of cholesterol storage	2	0.0149
	organic ether metabolic process	3	0.0061	regulation of foam cell differentiation	2	0.0223
	monovalent inorganic cation transport	5	0.0109	organic acid biosynthetic process	3	0.0237
	cation transport	6	0.0161	carboxylic acid biosynthetic process	3	0.0237
	phosphate transport	2	0.0209	regulation of lipid storage	2	0.0272

^a^ significance of gene term enrichment examined by modified Fisher’s exact test.

### Challenged and Treated Quarters Showed High Similarity to Unchallenged Quarters at 24 and 48 h Post Challenge

No DE genes could be identified between treated quarters and NC quarters at both time points. 

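In treated glands, CCL3, a chemokine that draws monocytes and neutrophils, stood close to its level in NC glands. At 24 h its log2 level was 6.31 ± 0.11 (SD, n = 2) in CF, 6.49 ± 0.60 (SD, n = 2) in CFPD and 6.19 ± 0.05 (SD, n = 2) in NC glands. LBP, which carries bacterial lipopolysaccharide to its receptor, differed more at 48 h than any chemokine that the paper names. Its level at 48 h was 11.75 ± 0.85 (SD, n = 3) in CF, 11.49 ± 1.43 (SD, n = 3) in CFPD and 9.84 ± 0.89 (SD, n = 3) in NC glands, and it was higher than in the NC gland in 3 of 3 cows for CF and for CFPD. The log2 fold changes of LBP, 1.91 (standard error 0.67) and 1.65 (standard error 0.67), did not pass the test (adjusted p = 1 for both).
No probe set was called between CF and NC or between CFPD and NC glands with limma, with or without the cow as a block. At 24 h, 106 and 258 probe sets had an unadjusted p under 0.05 (472 and 765 with the block). At 48 h, 82 and 43 did (249 and 159), where 650 are 5% of those tested. Chance gives 5% only for independent arrays. With the group means removed, arrays of the same cow correlated at a mean r of 0.521 at 24 h and 0.448 at 48 h. With the labels exchanged and no block, the numbers were 340 and 105 at 24 h and 37 and 71 at 48 h. The labels thus decide which treatment had the larger number at each time point. Probe sets were called only without the CFPD gland of cow 5, higher in CFPD than in NC glands at 24 h. These calls rest on the gland of cow 4 labelled CFPD alone, which is a CF gland with the labels exchanged. A missing call does not show that the levels were the same, as the values of LBP illustrate.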

Hierarchical clustering of gene expression profiles of all samples showed a high similarity between NC and treated quarters while CNT quarters cluster together and show the least similarity to the rest of the samples (Fig. 1 A, B). Furthermore samples of individual cows showed a stronger overlap in gene expression at 48 h post challenge (Fig. 1 B). 

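The distance between arrays is given here as 1 minus Pearson's r over the probe sets tested at that time point. CNT arrays lay at a mean distance of 0.084 from the arrays of the other groups at 24 h, while the arrays of NC, CF and CFPD glands lay at 0.030 from each other. At 48 h these means were 0.0857 and 0.0446. With the group labels permuted within cows, no other of the 64 arrangements at 48 h gave a difference as large as the real 0.0411 (exact permutation test, one-sided and two-sided p = 0.0156). The 16 arrangements at 24 h cannot give less than p = 0.063, which the difference of 0.054 reached (exact permutation test, two-sided). The distance between CNT arrays, which come from different cows, was 0.0403 at 24 h and had a mean of 0.0618 at 48 h. Arrays of NC, CF and CFPD glands of different cows lay at a mean of 0.0404 and 0.0531. The array nearest to each CNT array was always another CNT array.
At 24 h, the NC gland of cow 4 was nearest to the gland of the same cow labelled CF, and that of cow 5 to its own CFPD gland. At 48 h, the NC glands of cows 1 and 3 were nearest to the gland of the same cow labelled CFPD, and that of cow 2 to its own CF gland. With the labels exchanged, the nearest gland is a CFPD gland in cow 4 and a CF gland in cow 1. Rank correlation, all 24016 probe sets without controls and the 1000 with the highest variance gave differences of the same sign at both time points.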

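Among NC, CF and CFPD glands, arrays of the same cow lay at a mean distance of 0.0192 at 48 h and arrays of different cows at 0.0531. With the arrays permuted between the cows, the difference of -0.0339 was the lowest of 36 arrangements (exact permutation test, p = 0.0278). At 24 h the means were 0.0145 and 0.0404, a difference of -0.0259, for which the 4 arrangements cannot give less than p = 0.25 (exact permutation test). The grouping by cow was therefore present in the means of both time points, and the test could reach 0.05 only at 48 h. With the group means removed, arrays of the same cow correlated at a mean r of 0.521 at 24 h and 0.448 at 48 h, over probe sets, which are not independent replicates.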

Compared to CNT quarters, a total of 171 annotated DE genes (P<0.05) could be identified in CF quarters at 24 h post challenge, among which 41 were up-regulated and 130 down-regulated (Table S3). 

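PLEK, a protein of the leukocyte cytoskeleton, fell by 4.93 on the log2 scale in CF glands relative to CNT glands at 24 h (standard error 0.68, adjusted p = 0.0259 from limma), from 9.62 ± 1.5 (SD, n = 2) to 4.69 ± 0.55 (SD, n = 2). CD40 fell by 2.97 (standard error 0.15, adjusted p = 0.00144), with a log2 fold change of -0.81 at its other probe set that did not pass (adjusted p = 0.0557). CFB fell by 4.36 (standard error 0.21, adjusted p = 0.00144). SLC7A5, a carrier of large neutral amino acids, rose by 2.66 (standard error 0.38, adjusted p = 0.0279), and GALM, an enzyme of galactose metabolism, by 2.33 (standard error 0.36, adjusted p = 0.0307).
Of the probe sets tested, 71 were higher and 207 lower in glands labelled CF than in CNT glands at 24 h (278 in all, with 175 different gene symbols). With the cow as a block, 227 were higher and 541 lower. With the labels of cow 4 exchanged, 70 were higher and 173 lower. The count was 5 without cow 5, 7 without the CF gland of cow 4, 16 without that of cow 5, 59 without the CNT gland of cow 5 and 488 without that of cow 4. CD40 kept its call in these fits and without cow 4. CFB lost it only without cow 4 or cow 5, where the spread is that of the fit of all arrays. GALM lost its call in all 6 fits, PLEK in 4 and SLC7A5 in 5.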

At 48 h post challenge a total of 193 annotated DE genes was identified, with 23 up-regulated and 170 down-regulated annotated genes (Table S4). 

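In CF glands at 48 h, PLEK stood at 5.92 ± 0.74 (SD, n = 3) on the log2 scale and in CNT glands at 9.61 ± 0.15 (SD, n = 3), a log2 fold change of -3.69 (standard error 0.45, adjusted p = 0.00233 from limma). S100A9 fell by 5.31 (standard error 0.71, adjusted p = 0.00386). ISG15 fell by 1.41 (standard error 0.16, adjusted p = 0.00177), and CCR1 by 2.44 (standard error 0.26, adjusted p = 0.00177). SPADH1, a secreted protein of the spermadhesin family, rose by 2.12 (standard error 0.35, adjusted p = 0.00986), and FASN rose by 1.12 (standard error 0.24, adjusted p = 0.0389).
At 48 h, 18 probe sets were higher and 195 lower in glands labelled CF than in CNT glands (213 in all, 97 higher and 420 lower with the cow as a block). With quantile normalization, 29 were higher and 127 lower, and with all arrays in 1 fit 41 and 259. With the labels of cow 1 exchanged, 33 were higher and 193 lower. Without the CF gland of cow 2, 75 were called, without that of cow 3 140 and without that of cow 1 356. Without cow 2, 38 were called, and without cow 3 none (limma, 2433 with an unadjusted p under 0.05). PLEK lost its call without cow 2 (adjusted p = 0.0727) or cow 3 (0.0966), S100A9 and ISG15 only without cow 3 (0.1 and 0.0966), and CCR1 without cow 2 (0.0727) or cow 3 (0.0759). SPADH1 lost it without cow 1 (0.104), cow 2 (0.142) or cow 3 (0.0759), and FASN in 7 of 9 fits (0.0755 to 0.191).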

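SRGN, a proteoglycan that packs the granules of leukocytes, fell by 2.77 on the log2 scale in CFPD glands relative to CNT glands at 48 h (standard error 0.45, adjusted p = 0.0139 from limma). RETN, the hormone resistin, fell by 2.99 in CFPD glands at 24 h (standard error 0.27, adjusted p = 0.00973), from 8.87 ± 0.61 (SD, n = 2) to 5.88 ± 0.13 (SD, n = 2). NCF1, a subunit of the neutrophil oxidase, fell by 4.11 at 24 h (standard error 0.65, adjusted p = 0.0387) and by 2.69 at 48 h (standard error 0.33, adjusted p = 0.00433). PIR, an iron-binding nuclear protein, rose by 1.86 at 24 h (standard error 0.19, adjusted p = 0.0142). FST, which binds and blocks activin, rose by 2.39 at 48 h (standard error 0.42, adjusted p = 0.0182).
At 24 h, 47 probe sets were higher and 135 lower in glands labelled CFPD than in CNT glands (182 in all). With the cow as a block, 192 were higher and 454 lower, and with the labels of cow 4 exchanged, 92 were higher and 193 lower. At 48 h, 21 were higher and 136 lower (157 in all), 91 and 308 with the cow as a block, 36 and 161 with all arrays in 1 fit and 16 and 143 with the labels of cow 1 exchanged. For 24 h, the count was 1 without the CFPD gland of cow 5, 28 without that of cow 4, 53 without the CNT gland of cow 5, 433 without that of cow 4 and 7 without cow 5. At 48 h, it was 60, 99 and 100 without the CFPD gland of cow 3, 1 or 2, 97 without the CNT gland of cow 3, 91 without cow 1, 36 without cow 2 and 0 without cow 3 (limma, 2020 with an unadjusted p under 0.05). Without cow 3, the adjusted p was 0.208 for SRGN, 0.156 for NCF1 and 0.223 for FST. SRGN lost its call in 4 more of 9 fits (0.0537 to 0.0794) and FST in 5 more (0.0597 to 0.0882). At 24 h, RETN lost it without the CFPD gland of cow 5 (0.0853) or without cow 5 (0.227), NCF1 also without the CFPD gland of cow 4 (0.139 to 0.162), and PIR in 4 of 6 fits (0.0755 to 0.999).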

In CFPD quarters a total of 214 annotated DE genes could be identified at 24 h post challenge and 146 annotated DE genes at 48 h post challenge compared to CNT quarters with 161 down-regulated genes at 24 h post challenge and 133 down-regulated genes at 48 h post challenge (Tables S5, S6).

**Figure 1:**
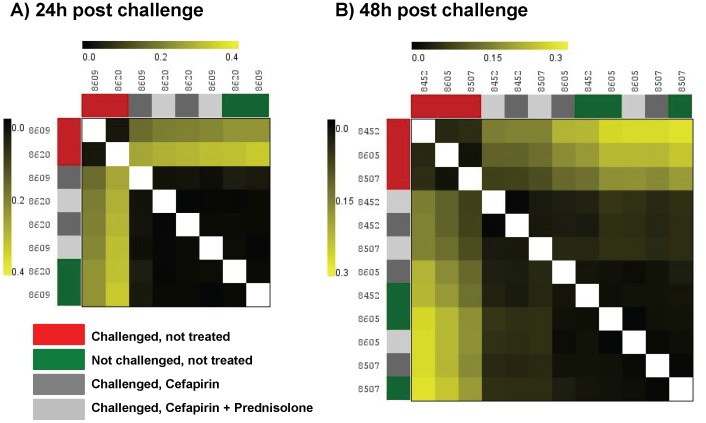
Hierarchical clustering of expression profiles. Mammary gland tissue was subjected to microarray analysis at 24(n = 2) and 48 h (n = 3) post challenge with 100 cfu *E. coli*. Per individual cow one quarter served as un-challenged control (green), one quarter was challenged but not treated (red) and two challenged quarters were treated at 4, 12, 24 and 36 h post challenge with 300 mg cefapirin (dark gray) or 300 mg cefapirin plus 20 mg prednisolone (light gray). Gene expression profiles of individual samples were compared and the degree of similarity of the expression patterns is shown as a heatmap of the distance matrix (metric: Pearson correlation). The darker the color (smaller distance) the more similar are the expression pattern between any two samples.

### Enriched Pathways in Down-regulated DE Genes of Treated Quarters are Associated with Cytokine Signaling and Cell Migration

Down-regulated DE genes of treated quarters were subjected to pathway analysis through KEGG. The KEGG identifiers cytokine-cytokine receptor interaction (KEGG4060) and chemokine signaling pathways (KEGG4062) were found to be significantly enriched for both treatments (CF quarters: P<0.0001, P = 0.0305, CFPD quarters: P<0.0001, P = 0.0080) at 24 and 48 h post challenge. 

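CCL19 fell by 2.20 in CF glands (standard error 0.19, adjusted p = 0.00668 from limma) and fell by 2.23 in CFPD glands (standard error 0.19, adjusted p = 0.00663) on the log2 scale at 24 h, relative to CNT glands. CXCL10, a ligand induced by interferon, fell by 3.17 in CF glands (standard error 0.55, adjusted p = 0.0137) and by 3.23 in CFPD glands (standard error 0.55, adjusted p = 0.0165) at 48 h. IL1RN fell by 4.26 and 4.00 at 24 h (standard error 0.28 for both, adjusted p = 0.00447 and 0.00663) and fell by 3.39 and 2.97 at 48 h (standard error 0.46 for both, adjusted p = 0.00391 and 0.00964). CXCR4, the receptor for CXCL12 on leukocytes, fell by 1.90 and 1.63 at 48 h (standard error 0.26 for both, adjusted p = 0.00394 and 0.0111). Without cow 3, the calls of IL1RN (adjusted p = 0.108 in CF and 0.206 in CFPD glands), CXCL10 (0.124 and 0.198) and CXCR4 (0.108 and 0.206) at 48 h ended. Those of CXCL10 ended in 3 more of 9 fits in CF (0.0823 to 0.0963) and 5 more in CFPD glands (0.051 to 0.0953), and those of CXCR4 also without cow 1 (0.0503 and 0.109) and, in CFPD glands, without the CFPD gland of cow 3 (0.0564). In the 24 h data, the calls of CCL19 and IL1RN ended without cow 5 (0.135 to 0.238), that of IL1RN in CFPD glands without the CFPD gland of cow 5 (0.06), and those of CCL19 without the treated gland of cow 5 (0.0666 and 0.0651) or, in CF glands, of cow 4 (0.0569).
Of the chemokine ligands, CCL19 and 3 more of 20 were lower in CF glands at 24 h and the same number in CFPD glands (8 and 5 when adjusted over the list alone). At 48 h, CXCL10 and 4 more of 21 were lower in CF and 4 in CFPD glands (9 and 7 when adjusted over the list alone). Of 26 genes of cytokines and their receptors, IL1RN among them, 5 were lower in CF and 3 in CFPD glands at 24 h (8 and 7 when adjusted over the list alone) and 4 and 3 at 48 h (10 and 8). None was higher. Among 5 chemokine receptors, 1 was lower in each at 24 h (2 when adjusted over the list alone) and 2 at 48 h (2).
With camera, the chemokine ligands were shifted downwards in CF glands (adjusted p = 0.00103 at 24 h and 0.00142 at 48 h) and in CFPD glands (0.0258 and 0.00044). With the cow as a block, the shift in CFPD glands at 24 h did not pass (adjusted p = 0.116). The cytokine list was shifted downwards in CF (1.32e-05 and 0.0014) and in CFPD glands (2.14e-05 and 0.00909), and the chemokine receptors in neither (0.172 to 0.434). The neutrophil markers fell along with them, with medians of -3.16 in CF and -2.95 in CFPD glands at 24 h (adjusted p = 5.11e-11 and 2.46e-11) and of -2.11 and -1.90 at 48 h (2.01e-16 and 5.52e-16). None of these shifts held with an estimated correlation (adjusted p = 0.137 to 0.345). With fry they passed, except that of the chemokine ligands in CFPD glands at 24 h (adjusted p = 0.0501). The chemokine receptors passed with fry at 48 h (0.00207 in CF and 0.00238 in CFPD glands) and not at 24 h (0.0746 and 0.0633). The 2 alternatives thus disagree. Members of these lists stand in Tables S3 to S6, so the lists are not independent evidence.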

At 48 h post challenge the KEGG identifier Toll-like receptor (TLR) signaling (KEGG4620) was significantly enriched for both groups as well (CF: P = 0.0025, CFPD treated quarters: P<0.0001). 

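IKBKE, a kinase that relays Toll-like receptor signals to interferon genes, fell by 1.17 in CF and by 1.19 in CFPD glands at 48 h (standard error 0.18 for both, adjusted p = 0.00709 and 0.00894 from limma). MAP3K8, a kinase that activates the MAP kinases downstream of Toll-like receptors, fell by 2.07 and 2.09 (standard error 0.35 for both, adjusted p = 0.0121 and 0.0155). TLR4, the receptor for lipopolysaccharide, stood at 8.87 ± 0.50 (SD, n = 3) in CF, 8.85 ± 0.39 (SD, n = 3) in CFPD and 9.48 ± 0.09 (SD, n = 3) in CNT glands at 48 h. Its log2 fold changes of -0.60 and -0.62 (standard error 0.27 for both) did not pass (adjusted p = 0.227 and 0.24). TLR2, the receptor for bacterial lipoproteins, did not pass at 48 h either (adjusted p = 0.124 in CF glands, 0.0349 with the cow as a block, and 0.183 in CFPD glands).
Of 42 genes of Toll-like receptor signaling measured at 48 h, IKBKE and 3 more were lower in CF and 3 in CFPD glands, and none was higher (8 and 5 lower when adjusted over the list alone). At 24 h, 3 of 41 were lower in each (5 and 4 when adjusted over the list alone). With camera, the list was shifted downwards at 48 h in CF glands (adjusted p = 0.0464), though not with the cow as a block (0.052) or with the labels of cow 1 exchanged (0.0613), and it did not pass in CFPD glands (0.213). At 24 h it was shifted downwards in CF (0.00148) and in CFPD glands (0.0364, and 0.0598 with the cow as a block). With an estimated correlation the adjusted p was 0.255 to 0.541 throughout, and with fry it was 0.00461 to 0.0353. By Fisher's exact test on the called genes, the list was enriched among those lower in CF (adjusted p = 0.00915 at 24 h and 0.00679 at 48 h) and in CFPD glands (0.00137 and 0.0108). At 24 h this test counted 5 of the 41 as lower in each group, by gene symbol. The 3 given above are counted over 1 probe set per gene. The calls of IKBKE ended without cow 1 (0.0663 in CF and 0.0619 in CFPD glands), cow 2 (0.245 and 0.142) or cow 3 (0.0919 and 0.161). Those of MAP3K8 ended in 3 of 9 fits in CF (0.0628 to 0.287) and in 4 of 9 in CFPD glands (0.0537 to 0.188).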

Table 3 shows negative log 2 fold induction (FI) and P-values of DE genes belonging to the enriched pathways for both, treatments and time points, as well as their positive log 2 FI in CNT quarters. Relevant chemokine ligands belonged to the C-C and the C-X-C motif group. 

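CCL3 draws monocytes and neutrophils, CCL4 monocytes and natural killer cells, and CCL5 T cells and monocytes. CCL3 rose in CNT relative to NC glands by 4.63 on the log2 scale at 24 h (standard error 0.64, adjusted p = 0.0262 from limma) and by 2.70 at 48 h (standard error 0.43, adjusted p = 0.00845). Relative to CNT glands, it fell by 4.52 in CF glands (standard error 0.64, adjusted p = 0.0279) and by 4.33 in CFPD glands at 24 h (standard error 0.64, adjusted p = 0.0333). At 48 h it fell by 2.65 (standard error 0.43, adjusted p = 0.00964) and 2.27 (standard error 0.43, adjusted p = 0.026). The other probe set of CCL3 was not called in any of these comparisons, and at 48 h its log2 fold changes, -0.08 in CNT glands, 0.05 in CF glands and 0.16 in CFPD glands, had the opposite signs.
CCL4 fell at 24 h by 2.65 in CF glands (standard error 0.32, adjusted p = 0.0158) and by 2.49 in CFPD glands (standard error 0.32, adjusted p = 0.0243). At 48 h it fell by 1.62 and 1.57 (standard error 0.32 for both, adjusted p = 0.0246 and 0.036). CCL5 fell at 24 h by 2.12 and 2.16 (standard error 0.19 for both, adjusted p = 0.0085 and 0.00878). At 48 h its log2 fold changes of -1.03 and -0.63 (standard error 0.32 for both) did not pass (adjusted p = 0.112 and 0.305, and 0.0157 in CF glands with the cow as a block).
In the 24 h data, the call of CCL3 in CNT glands ended without the NC gland of cow 4 (adjusted p = 0.134) or 5 (0.15) and without cow 5 (0.139). The calls of CCL3, CCL4 and CCL5 in CF and CFPD glands ended without the treated gland of cow 4 or of cow 5 or without all glands of cow 5 (adjusted p 0.0539 to 0.624). Those of CCL4 ended also without the CNT gland of cow 5 (0.053 and 0.074), and those of CCL5 without cow 4 (0.107 and 0.139). At 48 h, the call of CCL3 ended in CNT glands without cow 2 (0.122) or cow 3 (0.0934), in CF glands in 3 of 9 fits (0.0638 to 0.148) and in CFPD glands in 7 of 9 (0.0537 to 0.223), and that of CCL4 in 7 of 9 fits in each group (0.0727 to 0.25).

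**Figure D2:**
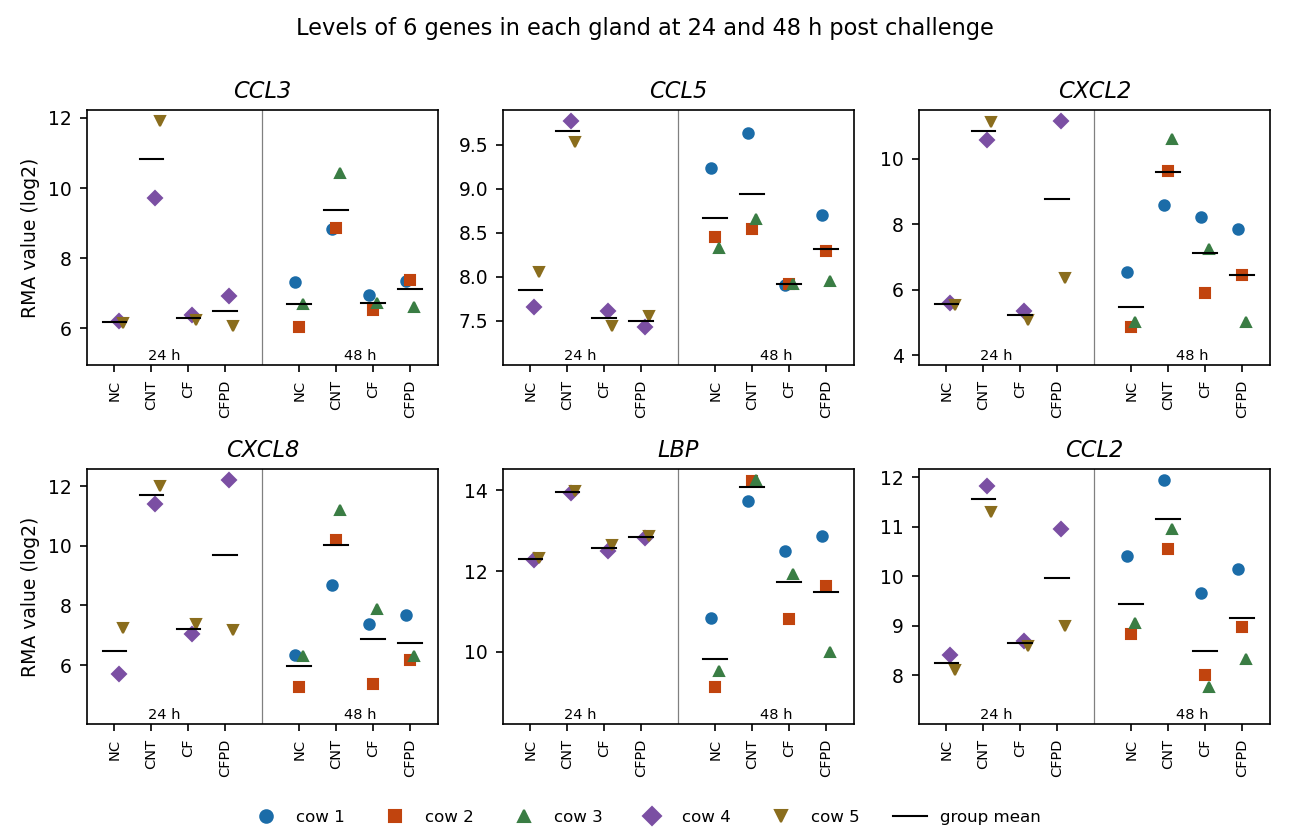
Log2 level of 6 genes in each gland by group at 24 h and 48 h post challenge, with 1 symbol per cow and a black line at the mean of the group. CCL3 lies at a mean of 10.82 in CNT glands at 24 h and at 6.19 in NC glands.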

At 24 h post challenge *CCL3, 4* and *5* were significantly down-regulated in both treatment groups, while at 48 h post challenge only *CCL3* remained down-regulated in treated quarters. 

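CXCL8, the main chemokine that draws neutrophils in cattle, stood at 11.70 ± 0.43 (SD, n = 2) on the log2 scale in CNT glands at 24 h and at 6.47 ± 1.07 (SD, n = 2) in NC glands. The log2 fold change of 5.23 (standard error 1.42) did not pass the test (adjusted p = 0.101 from limma, and 0.0479 with the cow as a block). In CF glands CXCL8 stood at 7.20 ± 0.23 (SD, n = 2), and in CFPD glands at 9.69 ± 3.56 (SD, n = 2), which the gland of cow 4 labelled CFPD raised with a level of 12.21. The log2 fold changes relative to CNT glands of -4.50 and -2.01 (standard error 1.42 for both) did not pass either (adjusted p = 0.137 and 0.502). Exchanging the labels of cow 4 made them -1.91 and -4.60 (standard error 1.37 for both, adjusted p = 0.489 and 0.126). Without the CFPD gland of cow 5, that in CFPD glands was 0.51, and without all glands of cow 5 it was 0.82.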

Among C-X-C motif ligands *CXCL8* was the top up-regulated gene in challenged not treated quarters at 24 h post challenge (FI 5.3) with no significant difference in regulation in treated quarters relative to the untreated challenged quarters. 

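At 48 h, CXCL8 rose by 4.05 on the log2 scale in CNT relative to NC glands (standard error 0.73, adjusted p = 0.0136 from limma). The call ended without the NC gland of cow 2 (adjusted p = 0.0656) and without all glands of cow 2 (0.134) or cow 3 (0.12). In CF glands, CXCL8 fell by 3.15 relative to CNT glands (standard error 0.73, adjusted p = 0.0498). This call ended in 8 of 9 fits without 1 array or 1 cow (0.0518 to 0.385) and with the labels of cow 1 exchanged (0.0501). In CFPD glands, the log2 fold change of -3.30 (standard error 0.73) stood at an adjusted p of 0.0524, which was 0.0162 with the cow as a block, 0.0447 with the labels exchanged and 0.0308 without the CNT gland of cow 1.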

At 48 h post challenge CF and CFPD quarters showed a significant down-regulation of *CXCL8* transcripts relative to CNT quarters. Gene expression of *CXCL2* showed a different pattern. 

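CXCL2, a chemokine that draws neutrophils, stood at 9.60 ± 1.00 (SD, n = 3) on the log2 scale in CNT glands at 48 h and at 5.47 ± 0.94 (SD, n = 3) in NC glands, a log2 fold change of 4.14 (standard error 0.80, adjusted p = 0.0187 from limma). The call ended without the NC gland of cow 2 (adjusted p = 0.08) or cow 3 (0.0706), without the CNT gland of cow 3 (0.0592) and without all glands of cow 2 (0.172) or cow 3 (0.142). HP (6.22), S100A9 (5.43) and LBP (4.23) had larger log2 fold changes. Relative to CNT glands, CXCL2 changed by -2.49 in CF and by -3.17 in CFPD glands (standard error 0.80 for both), which did not pass (adjusted p = 0.123 and 0.0778, and 0.0317 in CFPD glands with the cow as a block). Without cow 1, both passed (adjusted p = 0.0443 and 0.0284).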

At 48 h post challenge *CXCL2* was the top up-regulated DE gene in CNT with no significant difference in regulation in treated quarters relative to CNT. 

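At 24 h the log2 level of CXCL2 was 10.84 ± 0.39 (SD, n = 2) in CNT glands and 5.57 ± 0.04 (SD, n = 2) in NC glands. The log2 fold change of 5.27 (standard error 1.30) did not pass (adjusted p = 0.0811 from limma, and 0.0273 with the cow as a block). In the glands labelled CFPD, CXCL2 stood at 8.76 ± 3.40 (SD, n = 2), with 11.16 in the gland of cow 4, and in the glands labelled CF at 5.21 ± 0.21 (SD, n = 2), with 5.36 in that of cow 4. The log2 fold changes relative to CNT glands were -5.63 in CF glands (adjusted p = 0.0751, and 0.0231 with the cow as a block) and -2.09 in CFPD glands (adjusted p = 0.442), with a standard error of 1.30 for both. With the labels of cow 4 exchanged, they were -2.73 in CF (adjusted p = 0.416) and -4.99 in CFPD glands (0.155), with a standard error of 1.66. Without the CFPD gland of cow 4, the log2 fold change in CFPD glands passed (adjusted p = 0.0186), and without that of cow 5 or all glands of cow 5 its sign was positive (0.32 and 0.59).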

While at 24 h post challenge *CXCL2* is moderately up-regulated in challenged, CNT quarters and significantly down-regulated in CFPD quarters relative to CNT quarters. 

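LBP, an acute phase protein that passes lipopolysaccharide on to CD14 and TLR4, stood at 14.07 ± 0.30 (SD, n = 3) on the log2 scale in CNT glands at 48 h and at 9.84 ± 0.89 (SD, n = 3) in NC glands, a log2 fold change of 4.23 (standard error 0.67, adjusted p = 0.00776 from limma). Without cow 2 the adjusted p was 0.137 and without cow 3 0.0934. At 24 h LBP rose by 1.65 (standard error 0.14, adjusted p = 0.00671), from 12.27 to 13.92 in cow 4 and from 12.33 to 13.98 in cow 5. The call ended without either NC gland and without either cow, fits that leave 1 array in a group. Without a cow the spread is that of the fit of all arrays, so these fits do not show that the rise rests on 1 cow. The test of the difference between the time points did not pass for LBP (2.59, standard error 0.90, adjusted p = 0.499). The probe set that Tables S2 and S4 name IL12A rose by 4.84 at 48 h (standard error 0.85, adjusted p = 0.0126), but the annotation of the array assigns it to ceruloplasmin (CP), a copper-binding acute phase protein. Its call ended without the NC gland of cow 2 (0.0559) and without cow 1 (0.105), cow 2 (0.0836) or cow 3 (0.0973). The probe set annotated to IL12A, a subunit of interleukin 12, lay below the level needed for the test, with log2 fold changes of 0.05 at 24 h and -0.21 at 48 h. MAP3K8 rose by 2.14 at 48 h (standard error 0.35, adjusted p = 0.01), without cow 2 0.142 and without cow 3 0.0856.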

The strongest up-regulation among genes associated with TLR-signaling pathway (*CXCL8*, *interleukin 12A* (*IL-12A*) and *lipopolysaccharide binding protein* (*LBP*)), in CNT quarters was observed at 48 h post challenge. Both treatments showed significant down-regulation of *CXCL8* while *IL-12A* was only down-regulated in CF quarters and *LBP* was only significantly down-regulated in CFPD quarters, all in comparison to CNT quarters. 

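Relative to CNT glands, LBP changed at 48 h by -2.33 in CF glands, to 11.75 ± 0.85 (SD, n = 3) on the log2 scale, and by -2.58 in CFPD glands, to 11.49 ± 1.43 (SD, n = 3). With a standard error of 0.67 for both, neither passed (adjusted p = 0.094 and 0.0855 from limma), and both did with the cow as a block (0.0302 and 0.0249). LBP in CFPD glands also passed without the CFPD gland of cow 1 (0.0424) and without all glands of cow 1 (0.044). At 24 h, LBP fell by 1.38 in CF (standard error 0.14, adjusted p = 0.0121) and by 1.10 in CFPD glands (standard error 0.14, adjusted p = 0.0257). These calls ended in 5 of 6 fits without 1 array or 1 cow, which leave 1 array in a group. The CP probe set that the paper's tables name IL12A fell by 4.40 in CF glands at 48 h (standard error 0.85, adjusted p = 0.0238), a call that ended in 7 of 9 such fits (0.0751 to 0.148). Its log2 fold change of -2.60 in CFPD glands did not pass (adjusted p = 0.155). The difference between CFPD and CF glands itself did not pass for LBP (-0.26, standard error 0.67) or for this probe set (1.80, standard error 0.85), with an adjusted p of 1 for both. By qPCR on the same RNA, the paper found LBP and CXCL8 significantly lower in CFPD than in CF glands at 48 h.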

Figure 2 summarizes treatment mediated down-regulation of selected genes grouped by their functional properties in the process of pathogen recognition signal transduction and cytokine and chemokine expression.

**Figure 2:**
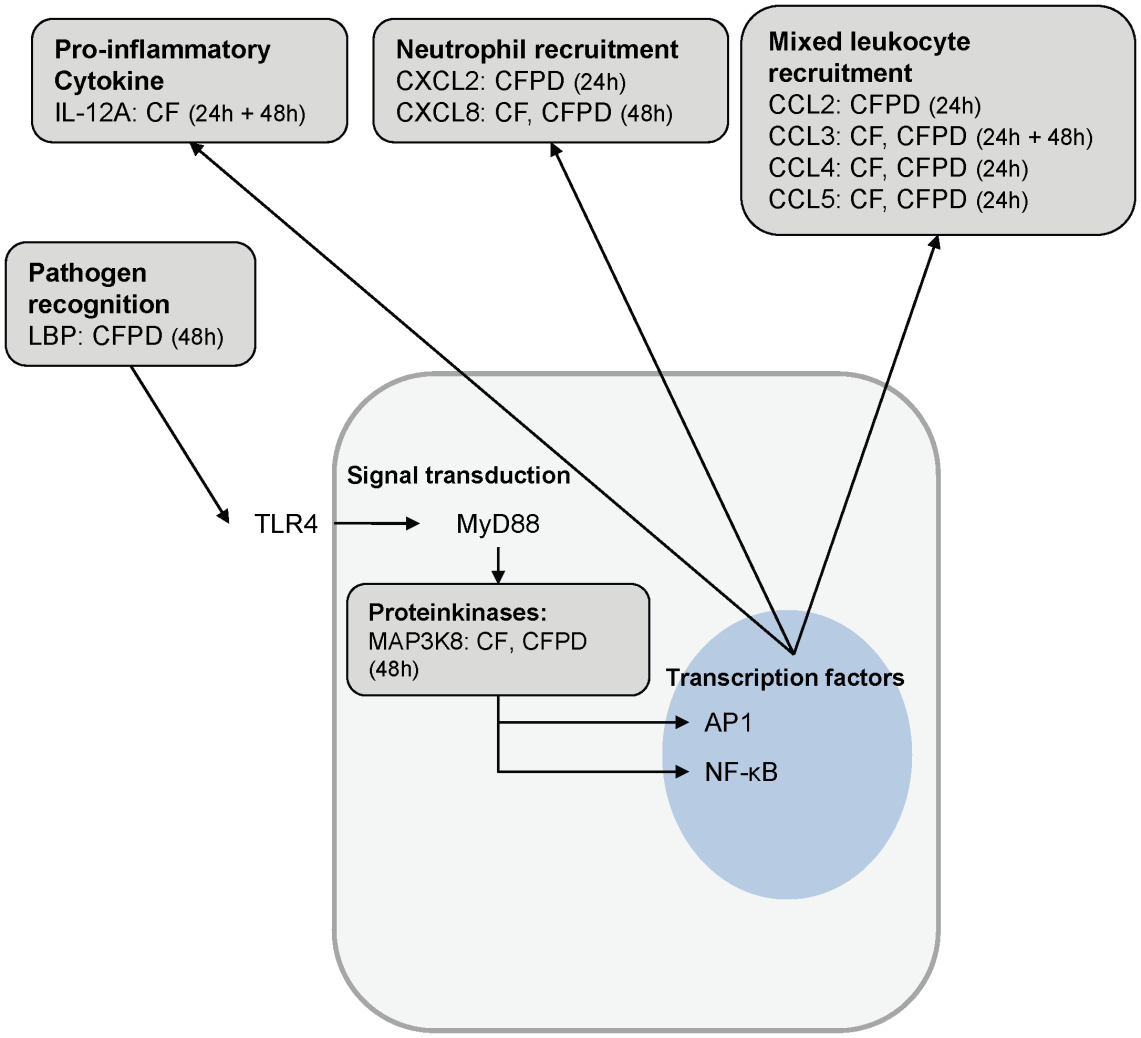
Influence of treatment on host immune response. Graphical summary of treatment mediated effects on selected genes representing the TLR- and Chemokine-signaling pathway. Genes listed are significantly down-regulated compared to challenged not treated quarters in quarters with the indicated treatment type at the indicated sampling time (C: cefapirin only, C+P: cefapirin plus prednisolone). Pathway organization adapted from KEGG. TLR4: Toll-like receptor 4 MyD88: Myeloid differentiation primary response 88 AP1: Activating protein 1 NF-κB: Nuclear Factor κB.

**Table 3:** Negative fold inductions of DE genes from challenged treated quarters compared to challenged not treated quarters associated to enriched pathways.

	24 h post challenge				48 h post challenge			
	Challenged cefapirin		Challenged cefapirin plus prednisolone		Challenged cefapirin		Challenged cefapirin plus prednisolone	
Gene Title	FI^a^	P-Value	FI^a^	P-Value	FI^a^	P-Value	FI^a^	P-Value
Chemokine (C-C motif) ligand 2 (CCL2)	–	–	−2.6	0.0015	–	–	–	–
Chemokine (C-C motif) ligand 3 (CCL3)	−4.3	0.0113	−4.7	0.0070	−2.5	0.0103	−2.5	0.0152
Chemokine (C-C motif) ligand 4 (CCL4)	−2.8	0.0063	−3.0	0.0039	–	–	–	–
Chemokine (C-C motif) ligand 5 (CCL5)	−2.3	0.0053	−2.1	0.0441	–	–	–	–
Chemokine (C-C motif) ligand 8 (CCL8)	–	–	–	–	−2.3	0.0108	−2.4	0.0126
Chemokine (C-C motif) receptor 1 (CCR1)	–	–	–	–	−2.4	0.0017	−2.4	0.0029
Chemokine (C-C motif) receptor 5 (CCR5)	–	–	–	–	−1.7	0.0265	−1.7	0.0315
CD molecule 40 (CD40)	–	–	–	–	−1.3	0.0116	−1.1	0.0315
Colony stimulating factor 1 receptor (CSF)	–	–	–	–	−1.4	0.0136	−1.1	0.0315
Chemokine (C-X-C motif) ligand 2 (CXCL2)	–	–	−1.0	0.0106	–	–	–	–
Chemokine (C-X-C motif) ligand 8 (CXCL8)	–	–	–	–	−3.0	0.0433	−3.3	0.0334
Chemokine (C-X-C motif) receptor 4 (CXCR4)	–	–	–	–	−1.7	0.0069	−1.7	0.0109
interleukin 12A (IL-12A)	−1.9	0.0012	–	–	−4.1	0.0344	–	–
lipopolysaccharide binding protein (LBP)	–	–	–	–	–	–	−2.8	0.0471
mitogen-activated protein kinase, kinase kinase 8 (MAP3K8)	–	–	–	–	−2.1	0.0103	−1.9	0.0243

^a^ log2 fold induction compared to challenged, not treated quarters.

### Validation of Selected Genes by Real Time qPCR

The microarray results were validated by qPCR of the genes that were differently expressed in treated quarters at the respective time points representing the significantly regulated pathways. For the chemokine signaling pathway, *CCL2, CXCL2* and *CXCL8* were analyzed. For the TLR- signaling pathway, *LBP* and *IL-12A* were measured. Figure 3 shows relative expression values compared to NC quarters for the two sampling time points. Relative expression appeared to be lowest in CFPD treated quarters for all tested genes. For *CCL2* and *CXCL2* this is in line with the microarray result (Fig. 3 A). Interleukin-12A qPCR data at 24 h post challenge is in conflict with the microarray result (Fig. 3 A). However, none of the differences were statistically significant for the 24 h time point. At 48 h post challenge relative expression of *LBP* and *CXCL8* was significantly down-regulated in CFPD treated quarters compared to CNT quarters (P = 0.040) as well as compared to CF quarters (P = 0.0404) (Fig. 3 B). Expression of *IL-12A* analyzed by qPCR was not differentially regulated compared to CNT quarters at 48 h post challenge (Fig. 3 B). This result is in conflict to the microarray analysis where *IL-12A* expression was down-regulated in CF quarters.

**Figure 3:**
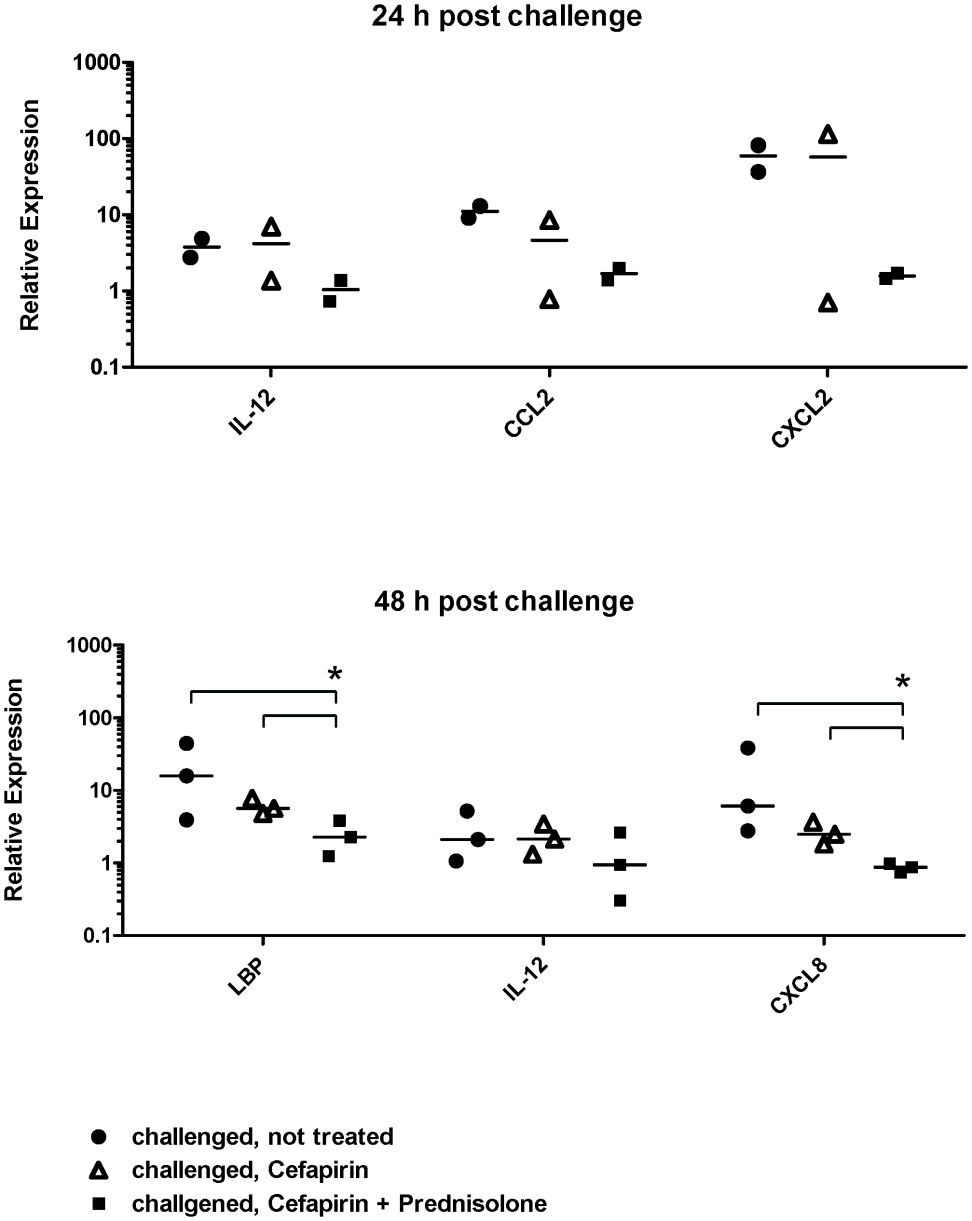
Validation of microarray results for selected genes by qPCR. Expression levels of DE genes in treated quarters belonging to significantly down-regulated pathways were confirmed by qPCR. Data are shown as median plus range of relative expression in challenged, not treated quarters (filled circle), challenged, cefapirin treated quarters (open triangle) and challenged, cefapirin plus prednisolone treated quarters (filled square). A) Samples obtained 24 h post challenge (n = 2). B) Samples obtained 48 h post challenge (n = 3). Statistically significant differences (P<0.05) are indicated by *.

### Chemokine Profiles in Milk Whey and Cell Influx Dynamics Confirm Microarray Results

In CNT quarters all measured chemokines were significantly increased compared to NC as well as to challenged treated quarters. The observed increase started at 12 h post challenge and remained significantly increased until 24 h post challenge for CXCL1 and CXCL8, CXCL2 levels remained significantly increased until the end of the trial (Fig. 4 A). Cefapirin only treated quarters showed significantly increased levels compared to NC quarters, but significantly lower levels compared to CNT quarters, at 12 h post challenge for CXCL1 and at 12 h to 24 h post challenge for CXCL2 and CXCL8 (Fig. 4 A). At 18 h post-challenge, CFPD quarters displayed significantly lower levels of CXCL2 relative to CF quarters (Fig. 4 A). For the remaining time points, chemokine levels for CFPD quarters were numerically in-between the levels of cytokines in CF and NC quarters without being significantly different from either group. The lower level of chemokines in treated quarters relative to CNT quarters is also reflected in density of PMN in mammary gland tissue (Fig. 4 B). The exemplary tissue sections of 4 quarters from one animal at 24 h post challenge show a higher density of PMN in the CNT and in the CF quarter, only few PMN in the CFPD quarter and no PMN in the NC quarter.

**Figure 4:**
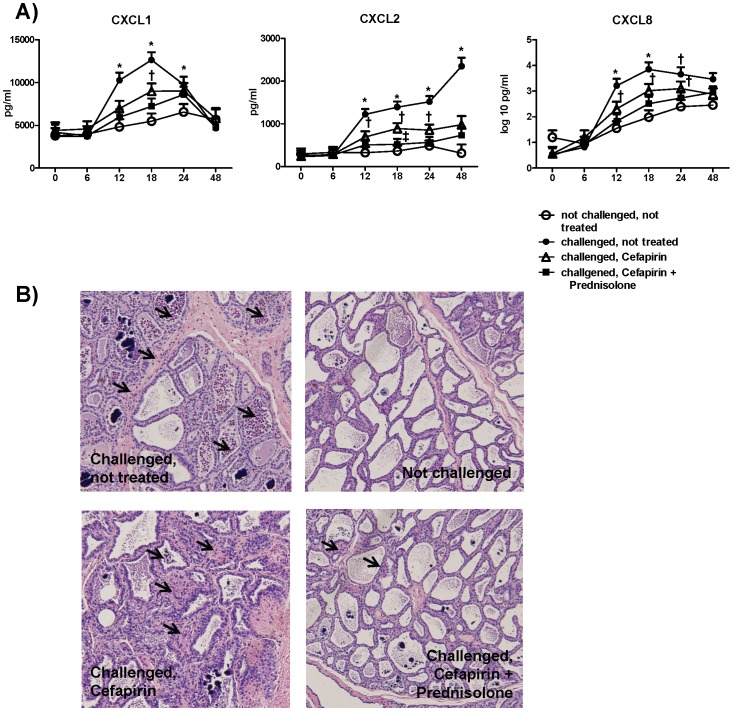
Levels of chemokines in milk whey. A) Levels (pg/ml) of chemokines (CXCL1, CXCL2 and CXCL8) in milk whey were determined by ELISA at time of (0), 6, 12, 18, 24 (n = 6) and 48 h (n = 3) post challenge with 100 cfu *E. coli*. Per cow one quarter was left unchallenged (open circles) and one quarter was challenged but not treated (filled circles), one quarter was challenged and cefapirin treated (open triangles) and one quarter was challenged and treated with cefapirin plus prednisolone (filled squares) at 4, 12 and 24 h post challenge. Data are shown as LSM of chemokine levels plus standard errors. In the case of CXCL8 LSM of the log10 transformed levels are shown. Statistically significant differences (P<0.05) are indicated by * (significantly different to all other groups), **†** (significantly different to not infected, not treated) and **‡** (significantly different to infected, cefapirin treated). B) Example of H&E stained sections from four quarters of one animal at 24 h post challenge. Arrows indicate PMN in tissue.

## Discussion

In the present study we report for the first time the effect of intramammary treatment in experimental *E. coli* mastitis on gene expression profiles in udder tissue. The challenge model is based on within cow comparisons and thereby eliminating the high individual variation among cows in *E. coli* mastitis [32]. As a consequence only local responses in the respective quarter were captured and systemic reactions cannot be taken in account. Despite this, in comparison to other studies [17], [18], relatively low number of DE genes (231 at 24 h and 290 at 48 h post challenge) in CNT quarters compared to NC quarters, there was a clear effect of experimental infection (Fig. 1, Tab. 2). The response to challenge is in line with previously published microarray based studies on the local gene expression profiles after experimental *E. coli* challenge [17], [18], showing an up-regulation of genes associated with immune response and down-regulation of genes related to fat metabolism (Tab. 2). Treated quarters show high similarity to NC quarters as demonstrated by hierarchical clustering (Fig. 1) and the absence of DE genes between these groups. Significantly elevated chemokine levels in milk whey and a significantly increased density of PMN in udder tissue of CNT and CF quarters proof the presence of a pro-inflammatory response to challenge in these quarters (Fig. 4 A, B). Compared to CNT quarters the top most down-regulated signaling pathways in treated quarters for both time points are corresponding to the events of pathogen recognition, cytokine signaling and leukocyte recruitment (Fig. 2) which are decisive for the clinical outcome of an *E. coli* mastitis [33], [34]. Most of the differentially expressed genes appeared to be down-regulated in both treatment groups compared to CNT quarters with the same or similar fold induction suggesting that the observed treatment effects were CF mediated (Tab. 3). 

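CFB stood at 8.87 ± 0.13 (SD, n = 2) on the log2 scale in CF and at 9.25 ± 0.15 (SD, n = 2) in CFPD glands at 24 h, against 13.23 ± 0.32 (SD, n = 2) in CNT glands. CD40 fell by 2.97 in CF and fell by 2.76 in CFPD glands at 24 h (standard error 0.15 for both, adjusted p = 0.00144 and 0.00238 from limma, and 0.0511 in CFPD glands without the CFPD gland of cow 5). PLEK had log2 fold changes of -3.69 and -3.61 at 48 h (standard error 0.45 for both, adjusted p = 0.00233 and 0.00433). No probe set was called between CFPD and CF glands by limma, with or without the cow as a block. At 24 h 67 had an unadjusted p under 0.05 and at 48 h 21 (233 and 114 with the block). Only without the CFPD gland of cow 5 were any called, higher in CFPD glands at 24 h. These calls rest on the gland of cow 4 labelled CFPD alone, which is a CF gland with the labels exchanged.
Of the probe sets called relative to CNT glands at 24 h, 170 were called in both CF and CFPD glands, 45 higher and 125 lower, 108 in CF glands alone and 12 in CFPD glands alone. At 48 h, 144 were called in both, 15 higher and 129 lower, 69 in CF alone and 13 in CFPD alone, and none had opposite signs at either time point. Chance would give 0.257 higher and 2.15 lower in both at 24 h and 0.0291 and 2.04 at 48 h (n1 × n2 / N). This leaves out that both comparisons use the same CNT arrays, so a part of the excess may come from the shared controls, which were too few to be divided into parts of at least 2 arrays. With the labels of cows 1 and 4 exchanged, 202 and 145 were called in both, 41 and 81 in CF glands alone and 83 and 14 in CFPD glands alone, so that at 24 h the labels decide which treatment had more calls of its own.
Over all probe sets tested, the log2 fold changes in CF and CFPD glands correlated at r = 0.952 at 24 h and r = 0.945 at 48 h, where probe sets are not independent replicates. Both fold changes use the same CNT arrays. In 20 simulations of unchanged groups that share their controls in this way, r was 0.5 at 24 h and 0.501 at 48 h, and no probe set was called in both. The covariance of the fold changes was 0.32 at 24 h, against 0.0384 in the simulations, and 0.216 at 48 h, against 0.0404, and the simulated covariance is what the shared controls add. Any further likeness between the treated glands of a cow is not in that part. With the group means removed at 24 h, CF and CFPD arrays of the same cow correlated at r = 0.669. Each correlated with the CNT array of that cow at 0.332 and 0.333. This likeness was not separated from effects common to both treatments.
From the like fold changes in both treatments, the paper proposes that the effects of treatment were mediated by CF.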

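At 24 h, the probe set that the paper's tables name IL12A and the array's annotation assigns to ceruloplasmin stood at 8.68 ± 0.77 (SD, n = 2) on the log2 scale in CNT glands, 6.76 ± 0.02 (SD, n = 2) in CF glands and 7.08 ± 0.08 (SD, n = 2) in CFPD glands. The log2 fold changes relative to CNT glands, -1.91 in CF and -1.60 in CFPD glands (standard error 0.38 for both), did not pass (adjusted p = 0.0539 and 0.0954 from limma), and both passed with the cow as a block (0.00822 and 0.0154). The difference between CFPD and CF glands was 0.32 at 24 h (standard error 0.38, adjusted p = 1), and with the labels of cow 4 exchanged -0.04. The probe set annotated to IL12A itself was not tested, since it did not rise above the median of enough arrays. Its log2 levels at 24 h were 5.33 ± 0.17 (SD, n = 2) in CNT, 5.68 ± 0.13 (SD, n = 2) in CF and 5.33 ± 0.35 (SD, n = 2) in CFPD glands.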

*Interleukin 12-A* was the only gene that was exclusively down-regulated in CF only treated quarters at both time points according to microarray data. The qPCR results however were not in line with these findings (Fig. 3). The reference genes used for qPCR were chosen because of their known stable expression in mammary gland tissue [29]. These genes are however not identical to the reference genes on the Affymetrix bovine gene chip, which may explain some deviations of results. 

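CCL2, a chemokine that draws monocytes, rose in CNT relative to NC glands at 24 h by 3.31 on the log2 scale (standard error 0.56, adjusted p = 0.0364 from limma), a call that ended in all 6 fits without 1 array or 1 cow (0.0906 to 0.472) and with the labels of cow 4 exchanged, through the shared variance (0.052). In the glands labelled CFPD, CCL2 stood at 9.97 ± 1.39 (SD, n = 2) and in those labelled CF at 8.65 ± 0.07 (SD, n = 2). The gland of cow 4 labelled CFPD had 10.95 and that labelled CF 8.70. The log2 fold changes relative to CNT glands were -2.92 in CF glands (adjusted p = 0.0502, and 0.00825 with the cow as a block) and -1.59 in CFPD glands (adjusted p = 0.203), with a standard error of 0.56 for both. With the labels of cow 4 exchanged, they were -1.79 in CF (adjusted p = 0.208) and -2.72 in CFPD glands (0.0863), with a standard error of 0.67. Without the CFPD gland of cow 4, the log2 fold change in CFPD glands passed (adjusted p = 0.0439). The difference between CFPD and CF glands itself did not pass for CCL2 at 24 h (1.33, standard error 0.56) or for CXCL2 at 24 h (3.55, standard error 1.30), with an adjusted p of 1 for both. With the labels of cow 4 exchanged, these differences were -0.93 and -2.26, and did not pass either.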

Three genes were only differentially regulated in CFPD quarters (*CCL2* and *CXCL2* at 24 h, *LBP* at 48 h post challenge, Fig. 2, Tab. 3). Quantitative real time PCR confirmed the microarray results for *CCL2*, *CXCL2* and *LBP*, although differences were not statistically significant for *CCL2* and *CXCL2* due to the small sample number and, especially in the case of *CXCL2*, the high variation between replicates (Fig 3 A, B). Lipopolysaccharide binding protein is an acute phase protein that binds LPS and together with soluble CD14 facilitates the recognition of LPS through TLR4 and enhances the LPS-mediated priming effect of neutrophils [35], [36], [37]. While CXCL2 is a classical neutrophil chemoattractant, CCL2 which was mainly associated with monocyte recruitment and was just recently shown to induce accumulation of neutrophils in mice [38], [39]. 

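The chemokine ligands and the acute phase genes give the difference between CFPD and CF glands as lists. At 24 h, the median log2 difference of 20 chemokine ligands was 0.18, higher in the glands labelled CFPD (camera, adjusted p = 0.00328), and with the labels of cow 4 exchanged it was -0.23 (adjusted p = 0.00484). The acute phase genes had a median of 0.13 (adjusted p = 0.00659) and Toll-like receptor genes of 0.10 (adjusted p = 0.00103) at 24 h, which became -0.02 (0.987) and -0.05 (0.748) with the labels exchanged. At 48 h, the medians of chemokine ligands (-0.06, adjusted p = 0.632) and acute phase genes (0.05, adjusted p = 0.102) did not pass. No member of these lists was called in CFPD against CF glands, also when adjusted over the list alone, and no list passed with an estimated correlation (adjusted p = 0.794 or more).
The response that remained after treatment was measured in each cow as the mean log2 difference from its own NC gland. It was taken over the probe sets called higher in CNT glands at the other time point, 211 for the cows of 48 h and 279 for those of 24 h. HP and S100A9 are among them at both time points. The mean over 5 cows was 1.54 ± 0.28 (SD, n = 5) in CNT glands, 0.05 ± 0.11 (SD, n = 5) in CF glands and 0.18 ± 0.27 (SD, n = 5) in CFPD glands. CF glands thus kept 3.87% of the response of CNT glands (SD 7.79) and CFPD glands 12.7% (SD 17.2), and with the labels of cows 1 and 4 exchanged 8.91% (SD 9.32) and 7.68% (SD 17.8). Without 1 cow, the share ranged from 1.2% (cow 1) to 5.86% (cow 4) in CF glands and from 6.95% (cow 2) to 17.8% (cow 3) in CFPD glands. Over the genes called at both time points, the shares were 7.55% in CF and 15.1% in CFPD glands, and by the median over genes 3.11% and 8.27%. The difference between CFPD and CF glands was 0.13 ± 0.28 (SD, n = 5), higher in CFPD glands in 4 of 5 cows (exact permutation test of the signs, two-sided p = 0.3125, where 5 cows cannot give less than 0.063). It was 0.03 without cow 2 and 0.22 without cow 3, and with the labels of cows 1 and 4 exchanged its sign was reversed (mean -0.0032, exact permutation p = 1). From the expression of LBP, CCL2 and CXCL2, the paper proposes that prednisolone lowers the inflammatory response further.

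**Figure D3:**
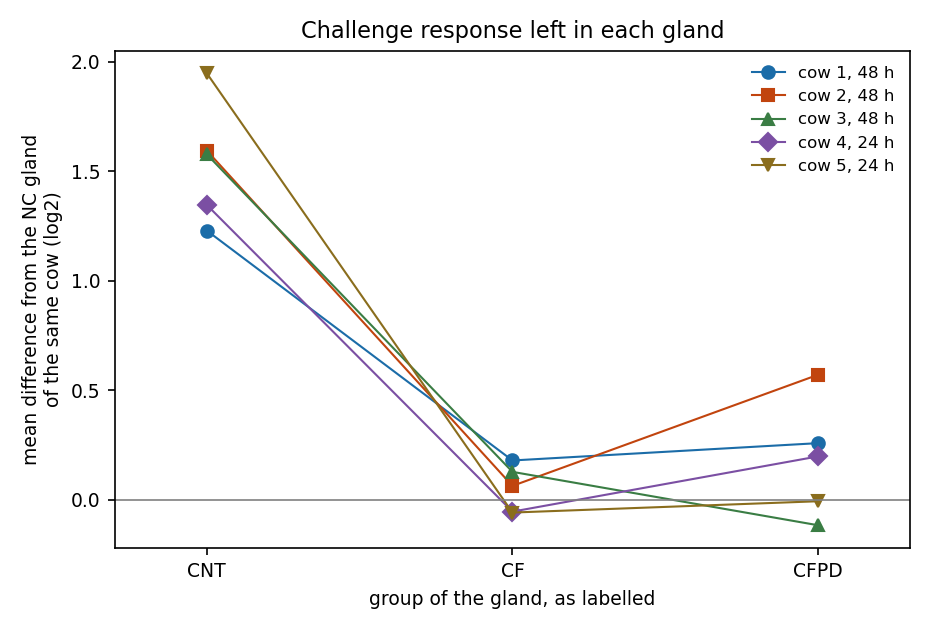
Mean log2 difference from the NC gland of the same cow in CNT, CF and CFPD glands, over the probe sets called higher in CNT glands at the other time point, with 1 symbol per cow. CNT glands lie between 1.23 and 1.95, and CFPD glands between -0.12 and 0.57.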

Based on the gene expression profile, the addition of prednisolone in local treatment with cefapirin seems to further down-regulate the inflammatory response in terms of cell activation through LBP and the recruitment of leukocytes through CCL2 and CXCL2. The impact of treatment on the expression of classical neutrophil chemokines was also examined at protein level in milk whey (Fig. 4 A). Besides CXCL2 two other classical neutrophil attractants, CXCL8 and CXCL1, which share the receptor CXCR2 with CXCL2 were measured [40]. In contrast to CXCL1 and CXCL2 levels of CXCL8 continuously increased in NC quarters starting with 12 h post challenge. This could be interpreted as a systemic effect of challenge, which has also been reported by others [18], [20]. Despite this systemic effect NC quarters show significantly lower CXCL8 levels compared to CNT and CF quarters from 12 to 24 h post challenge (Fig. 4 A). Differences between the two treatments were only significant for CXCL2 at 18 h post challenge, where CF only treated quarters showed higher levels than CFPD quarters. The two treatments differed however in their chemokine expression compared to NC quarters. Chemokine levels in CF quarters were significantly higher than in NC quarters at 18 h post challenge for CXCL1 and from 12 to 24 h post challenge for CXCL2 and CXCL8, while CFPD quarters showed no significant difference to NC quarters at any time (Fig. 4 A). Although the measured protein expression with peak levels and strongest differences between the quarters at 12 to 24 h post challenge does not directly correspond to gene expression profiles at 24 and 48 h post challenge they convey the same message. All three chemokines showed highest levels in CNT quarters followed by CF quarters and lowest levels in CFPD quarters, indicating that treatment affects recruitment of PMN, which also became visible in mammary gland tissue sections (Fig. 4 A, B).

The recruitment and presence of activated neutrophils in the mammary gland is crucial for the host’s defense against pathogens [41] but also promotes tissue damage through the release of reactive oxygen species [42], [43]. In our previously published work we identified the reduced density of neutrophilic granulocytes in milk and tissue as key effect for both treatments. Treatment with cefapirin alone significantly reduced PMN density in tissue at 24 and 48 h post challenge, addition of prednisolone induced a significantly stronger reduction compared to quarters treated with cefapirin alone [22]. Whether the effect of cefapirin is completely due to its bactericidal activity or to a modulation of the immune response is not clear. Others have shown a suppression of LPS induced cytokine production by a third generation Cephalosporin, which could also apply for the first generation Cephalosporin cefapirin [44], [45]. Studies investigating effects of local treatment with prednisolone on the immune response in cattle are rare. Cannizzo et al. [46] recently published gene expression profiles in thymus of beef cattle after oral treatment with 30 mg prednisolone showing changes in expression of pro- and anti-inflammatory mediators. There is no overlap however between the DE genes in CFPD quarters from this study, which is very likely due to the fact that the beef cattle were not challenged with a pathogen. Heifers experimentally infected with *Mannheimia heamolytica* showed earlier resolution of infection when subjected to combination treatment with oxytetracyclin and isoflupredone compared to treatment with the antibiotic alone [47]. The corticosteroid also prevented pulmonary lesions that arise secondary to the host inflammatory response in *M. haemolytica* infections and are attributed to PMN influx in lung tissue [48]. In the present study the addition of prednisolone resulted in lower chemokine levels and lower density of PMN in mammary gland tissue compared to cefapirin treatment only (Fig. 4 A, B), which could be indicative for a lower level of tissue damage in quarters subjected to combination treatment.

This study showed for the first time the effect of intramammary treatment on local gene expression profiles in a within cow challenge model with *E. coli*. Due to the small number of replicates some numerical differences between the two treatments were not statistically significant. The presented findings demonstrate that both treatments significantly decrease gene and protein expression of chemokines in the mammary gland and thereby cell recruitment, especially recruitment of PMN, in the early phase of the inflammatory response. The addition of prednisolone showed an overall stronger effect compared to treatment with cefapirin alone. Together with an efficient bactericidal effect, a reduction of PMN density in the udder could decrease tissue damage and promote restoration of the gland. Based on the findings of this study treatment of *E. coli* mastitis appears to have beneficial effects compared to self cure. A consequence of the experimental challenge model however, is an infection intervention much earlier than we would see under field conditions. To facilitate within cow comparisons we challenged multiple quarters per cow which imposed the risk of systemic illness. The early treatment was a necessary compromise to keep the inflammation on a local level and allow for between quarter comparisons. As we discussed before, this artificial early treatment at 4 h after challenge will likely benefit the impact of treatment on bacteriological cure [22]. Further studies have to be conducted to evaluate effects of the local treatment with cefapirin in combination with or without prednisolone under natural challenge scenarios and after the onset of clinical signs.

## Supporting Information

Table S1 **List of DE genes in CNT compared to NC quarters 24 h post challenge.**
(XLSX) Click here for additional data file.

Table S2 **List of DE genes in CNT compared to NC quarters 48 h post challenge.**
(XLSX) Click here for additional data file.

Table S3 **List of DE genes in CF compared to CNT quarters 24 h post challenge.**
(XLSX) Click here for additional data file.

Table S4 **List of DE genes in CF compared to CNT quarters 48 h post challenge.**
(XLSX) Click here for additional data file.

Table S5 **List of DE genes in CFPD compared to CNT quarters 24 h post challenge.**
(XLSX) Click here for additional data file.

Table S6 **List of DE genes in CFPD compared to CNT quarters 48 h post challenge.**
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

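RNA of mammary tissue from 20 glands of 5 cows was measured on the Affymetrix GeneChip Bovine Genome Array, 1 array per gland. Cows 4 and 5 were sampled at 24 h and cows 1, 2 and 3 at 48 h post challenge. Each cow gave 1 NC, 1 CNT, 1 CF and 1 CFPD gland, so each group held 2 arrays at 24 h and 3 arrays at 48 h. The group, cow and time point of each array were taken from the labels of the deposited samples, which number the cows otherwise.
The deposited values are log2 signals that the authors computed with RMA in the Bioconductor package affy, by background correction, quantile normalization and summarization per probe set. Neither the paper's text nor the labels of the samples give the versions, or say whether the arrays of both time points were normalized together. No raw intensities were used here, and the values were not normalized again except where an alternative says so. The table holds 24128 probe sets and 112 of these are controls.
The array's annotation gives 1 gene symbol to 13318 probe sets, several to 86 and none to 10724. Genes are named by this annotation, apart from the probe set that the paper's tables call IL12A, for which both names are given. Controls were left out, as were probe sets that exceeded the median of the array on fewer than 2 arrays at 24 h or fewer than 3 arrays at 48 h. This left 13004 probe sets at 24 h, of which 8421 have 1 symbol, and 13000 at 48 h, of which 8402 have 1 symbol.
The 4 groups of a time point were fitted together with limma 3.58.1 in R 4.3.3, with moderated variances and all 6 comparisons of 2 groups. P-values were adjusted by the method of Benjamini and Hochberg over the probe sets of a comparison. A probe set was called higher or lower at an adjusted p under 0.05 and a log2 fold change of at least 1 in size, the paper's thresholds. The standard error of a log2 fold change is that of the moderated variance. The paper names limma and states no term for the cow, so the cow is not in this fit, and fits with the cow as a block were run as alternatives. The residual degrees of freedom were 4 at 24 h and 8 at 48 h, and the prior added 3.05 and 3.38. The number of arrays limits the precision of every value. Differences between the time points were tested on 13486 probe sets in 1 fit of all 20 arrays, and compare different cows.
Genes were named by a rule set before the data were examined, as were the gene lists, tests, filter and the alternatives named first below. The rule takes each gene of the paper's Table 3, Fig. 2 and results text, the 10 largest rises and 10 largest falls per comparison among called probe sets with the same direction in every cow, and up to 4 called members per gene list and comparison. The values in the paper's tables had been seen by then. A gene with several probe sets is given by that of the paper's tables or else by that with the highest mean.
Each of 22 gene lists was tested with camera against the other genes, with a preset correlation of 0.01, over 1 probe set per gene (that with the highest mean). For each time point, the p-values were adjusted over the lists and the 3 comparisons of CNT with NC, CF with CNT and CFPD with CNT glands together, and those of CFPD with CF glands over the lists alone. Lists with fewer than 3 measured members were left out, a limit added once the design was fixed. The adipocyte list was therefore tested only at 24 h and the list of B cell and plasma cell markers only at 48 h, which leaves 21 lists at each time point. Counts of called members are also given adjusted over the list alone. Enrichment of called genes was tested with Fisher's exact test. Distances between arrays and the response left after treatment were compared with exact permutation tests.
The alternatives were the cow as a fixed or random block, all 20 arrays in 1 fit, other filters (none, probe sets above the median in mean or in variance, and the number of probe sets that the p-value columns of Tables S1 to S6 imply, 8626 at 24 h and 12952 at 48 h), a trended and robust prior, median centring, quantile normalization within a time point, other thresholds, gene symbols in place of probe sets, and leaving out each array and each cow. Without a cow, 1 array per group remains at 24 h, which is assumed to vary like the arrays of the other groups in the fit of all arrays. For the lists, the alternatives were an estimated correlation, fry, the cow as a block, another choice of probe set and, at 48 h, leaving out each cow. Chosen after the data had been seen were the exchange of the CF and CFPD labels of cows 1 and 4 (also with the block), CF and CFPD as 1 group, the CF and CFPD arrays of cow 1 or 4 left out, the CNT arrays left out, the overlap of calls with the block, and leaving out cows from the test of time differences.
The fits were tested on simulated data of the same size. Of simulated log2 changes of 1, 2 and 3 in CNT against NC glands, 31.8%, 95.5% and 97% were called at 24 h, and 24.2%, 97% and 100% at 48 h. Calls without a simulated change made up 3.85% and 1.99% of the calls, and none was made in CF against NC glands. When the cow was a block, 24.2%, 92.5% and 98.5% were called at 24 h, and 30.3%, 92.5% and 97% at 48 h, with 5.88% and 2% of the calls without a simulated change. With camera, a shifted list had a p of 4.76e-59 at 24 h and 9.06e-49 at 48 h, and of 20 lists without a shift, 1 and 0 had a p under 0.05. These simulated rates do not show whether the preset correlation of 0.01 holds for the genes of the deposited data.
The cow given by the labels was checked in the values. With the group means removed, arrays of the same cow correlated at a mean r of 0.4478 at 48 h, above 0.1 in 17 of 18 pairs, and those of different cows at -0.2253. At 24 h the mean r was 0.5214 and the lowest 0.3316. With 2 cows per group, removing the means makes each pair of cow 4 repeat that of cow 5 and fixes the value for different cows, so the check is weaker there. No array is a copy of another: the highest correlation of 2 arrays was 0.99528, and at most 17 of their values were equal. No sample and no column of values was left out.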

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

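Of the tests below, that of the mammary epithelial markers at 48 h alone was chosen after its result was seen, the muscle markers were picked for the test of cell types once the medians were known, and which lists lie outside those the paper discusses was decided once the list results were known.
Genes outside those the paper discusses differed between CNT and NC glands. ISG15, a protein induced by interferon, and MX1, an antiviral GTPase, belong to a list of interferon stimulated genes with a median log2 fold change of 0.756 at 24 h (adjusted p = 0.000365 from camera, 11 of 13 genes above 0) and 1.07 at 48 h (adjusted p = 0.000336, 12 of 13), with adjusted p of 0.311 and 0.228 under an estimated correlation. MX1 rose by 2.07 at 24 h (standard error 0.24, adjusted p = 0.0154, higher in 2 of 2 cows), a call that ended in 5 of 6 fits without 1 array or cow (adjusted p 0.0724 to 0.508). That of ISG15 at 48 h ended only without cow 2 (0.0642) or cow 3 (0.0934). The genes of antigen presentation had medians of 0.773 (adjusted p = 0.000114, 15 of 15 above 0) and 0.637 (adjusted p = 0.00153, 15 of 17), and 0.205 and 0.327 under an estimated correlation. PSMB10, a subunit of the immunoproteasome, rose by 1.64 at 24 h (standard error 0.24, adjusted p = 0.0278), and without any 1 array or cow the call ended (0.0546 to 0.531).
Matrix proteases and their inhibitors had medians of 0.952 at 24 h (adjusted p = 0.000672) and 1.16 at 48 h (adjusted p = 0.000218), with 15 of 18 genes above 0 at both, and an adjusted p of 0.311 and 0.218 under an estimated correlation. CTSH, a lysosomal protease, rose by 1.99 at 48 h (standard error 0.28, adjusted p = 0.00481, higher in 3 of 3 cows), which did not pass without cow 2 (0.0543) or cow 3 (0.0934). Neutrophil markers (medians 2.97 and 2.34) and monocyte markers (0.896 and 1.19) rose in the same comparison, so that these lists do not separate a change of expression from one in the cells of the sample.
Muscle markers had medians of -0.551 at 24 h (adjusted p = 0.000798, 2 of 10 genes above 0) and -0.533 at 48 h (adjusted p = 0.00152, 3 of 10), and 0.205 and 0.228 under an estimated correlation. MYBPC1, a myosin-binding protein, fell by 3.02 at 24 h (standard error 0.45, adjusted p = 0.0278), a call that ended in 4 of 6 fits without 1 array or cow (0.0511 to 0.678). TMOD4, which caps actin filaments in muscle, fell by 2.91 at 48 h (standard error 0.45, adjusted p = 0.00726), but not past the threshold without cow 1 (0.0783), cow 2 (0.0541) or cow 3 (0.105).
The genes of milk protein and lactose synthesis had medians of -0.0764 at 24 h (adjusted p = 0.00866, 5 of 18 above 0) and -0.21 at 48 h (adjusted p = 0.000126, 5 of 19), and 0.287 and 0.259 under an estimated correlation. GALM, an enzyme of galactose metabolism, fell by 1.64 at 48 h (standard error 0.34, adjusted p = 0.0248), and the call ended in 6 of 9 fits without 1 array or cow (0.0508 to 0.166). None of these 5 lists thus passed with an estimated correlation, and with fry the milk protein list (adjusted p = 0.179) and the muscle markers (adjusted p = 0.153) did not pass at 48 h. At 48 h each list passed without any 1 cow, which was not run at 24 h. MYBPC1, TMOD4 and other members stand in the paper's Tables S1 and S2, so the lists are not independent evidence.
No sample met the rule for a value far from the others. The ratios of gap to range in the response left after treatment were 0.492, 0.219, 0.454 and 0.393 over 5 cows, below the critical 0.71. No difference between the time points was called by limma in CNT against NC, CF against CNT or CFPD against CNT glands (1052, 735 and 643 probe sets with an unadjusted p under 0.05). A block for the cow gave 27, 23 and 8 calls.
The lower expression of milk fat genes in CNT glands was weighed against a change in the cells of the sample. A lower share of mammary epithelial cells would lower the epithelial markers as much as the genes of milk fat synthesis. At 48 h the epithelial markers had a median of 0.156 and the milk fat genes one of -0.589, which differ by 0.745 (permutation p = 0.0014). This argues against a lower share of these cells as the whole of the fall at 48 h, if both lists stand for the same cells. Whether the markers keep their level per cell after challenge was not tested. The permutations in this paragraph shuffle genes, which are not independent, and leave out the spread between cows. At 24 h the medians were -0.2 and -0.419 (permutation p = 0.329), and KRT19, an abundant keratin, was lower (log2 fold change -1.31, standard error 0.24, adjusted p = 0.0419, not passed without any 1 array or cow, 0.101 to 0.879). The share of epithelial cells may therefore account for the fall at 24 h. A lower share of the main cell type would also raise the markers of every other type alike. Neutrophil and muscle markers moved apart by 3.52 at 24 h and 2.87 at 48 h (permutation p = 0.0018 and 2e-04, where the smallest possible is 1e-04), which argues against it as the only change, while an influx of neutrophils stays open. Lower milk fat synthesis in the challenged gland remains a hypothesis. CNT and NC glands also differ in position in every cow, and position and challenge cannot be told apart.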

How the results depend on the processing

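The exchange of the CF and CFPD labels of cows 1 and 4, the treated groups taken as 1, the treated arrays of cow 1 or cow 4 left out, the CNT arrays left out, the overlap of calls with the cow as a block and the time differences without a cow were chosen after the data had been seen.
The total counts of called probe sets kept within 1.5 times their values with all arrays in 1 fit, no filter, a trended and robust prior, median centring, quantile normalization within a time point or the probe sets above the median in mean. With these, CNT against NC glands gave 238 to 338 calls at 24 h and 253 to 457 at 48 h, CF against CNT 213 to 318 and 148 to 300, and CFPD against CNT 134 to 242 and 108 to 207. Some counts by direction at 48 h moved further. With 1 fit, those higher in CF and CFPD against CNT glands went from 18 to 41 and from 21 to 36, and those lower in CNT against NC glands from 67 to 101. With quantile normalization, those higher in CNT against NC glands went from 279 to 168, and in CF against CNT glands those higher from 18 to 29 and those lower from 195 to 127. No setting but the removal of an array called a probe set between treated and NC glands or between CFPD and CF glands (limma, 15 to 1457 with an unadjusted p under 0.05). The distances between arrays kept their sign with Spearman's rho, all probe sets or the 1000 most variable, and at 48 h also their side of 0.05. At 24 h the arrangements are too few for a p under 0.05, so the side could not change there. The response left after treatment kept its sign with the median over genes, the genes called at both time points and without any 1 cow.
The fit with the cow as a block called 793, 768 and 646 probe sets at 24 h in CNT against NC, CF against CNT and CFPD against CNT glands, and 672, 517 and 399 at 48 h. As a random block it gave 747, 719 and 598 at 24 h and 657, 490 and 375 at 48 h. The block takes the differences between cows out of the spread. It called 27, 23 and 8 time differences in the same 3 comparisons where none was called without it, and 572 and 354 probe sets in both CF and CFPD glands against 170 and 144. Of 370 values of named genes, the block brought 26 past the threshold and ended no call. It changed no call of a value given beside a claim other than those named there.
With as many probe sets as Tables S1 to S6 imply, taken by their mean, 192, 157 and 112 were called at 24 h, where fewer probe sets are tested. With the probe sets above the median in variance, CF and CFPD against CNT glands gave 446 and 344 at 24 h and 351 and 244 at 48 h, and the cause was not tested. At an adjusted p under 0.01 the counts were 17, 16 and 14 at 24 h and 89, 89 and 50 at 48 h, and with no minimum fold change CNT against NC glands gave 572 at 48 h. Counted as gene symbols, the calls were 190, 175 and 111 at 24 h and, for CNT against NC glands at 48 h, 216, since many probe sets have no symbol or share one.
With CF and CFPD as 1 treated group, which no exchange of their labels changes, 593 were called against CNT glands at 24 h and 395 at 48 h, with more arrays in the group. With the labels exchanged, CFPD against CNT glands gave 285 at 24 h, and with the block as well 788, 673 and 732 at 24 h and 681, 568 and 390 at 48 h. The exchange turned the difference in the response left after treatment between CFPD and CF glands to -0.0032. Without the treated arrays of cow 4, 147, 36 and 14 were called at 24 h, and without those of cow 1, CF against CNT glands gave 339 at 48 h. The cause was not tested.
Leaving out 1 array or 1 cow, the count was 3 to 483 in CNT against NC, 5 to 488 in CF against CNT and 1 to 433 in CFPD against CNT glands at 24 h, and 0 to 324, 0 to 356 and 0 to 175 at 48 h. In CFPD against NC and CFPD against CF glands at 24 h, probe sets were called only without the CFPD gland of cow 5. That fit leaves the gland of cow 4 labelled CFPD alone, which is a CF gland with the labels exchanged. Without 1 cow, 0 to 10, 0 to 12 and 0 to 6 time differences were called, the highest each without cow 4, and 2 in CFPD against CNT glands without cow 5. Fewer arrays then remain, which does not account for the higher counts. Of 2784 values of named genes without 1 array or cow, 1384 kept their sign and call, 1331 lost the call, 33 gained one and 36 had another sign.
In the list tests, an estimated correlation left 0 lists past the threshold in each of the 8 comparisons. Fry left 0 in CFPD against CF glands at 24 h and 0 at 48 h. In the other comparisons fry left 12 to 15 of 21 lists past the threshold. In CFPD against CF glands at 48 h, 3 lists passed with the labels exchanged and 2, 3 and 10 without cow 1, 2 and 3. With the labels exchanged, the direction in CFPD against CF glands at 24 h was reversed for chemokine ligands (adjusted p = 0.00484 from camera), Toll-like receptor signaling (adjusted p = 0.748) and acute phase genes (adjusted p = 0.987). The neutrophil markers at 48 h were reversed without cow 2 (adjusted p = 0.99), and without cow 3 their adjusted p was 0.000384. The cause was not tested.
Some log2 fold changes of named genes took the other sign, and none of them was called in either setting. Without 1 array or cow, those of CCL8 at 24 h ranged from -0.118 to 0.845 in CF against CNT, from -0.497 to 1.06 in CFPD against CNT and from -0.411 to 0.109 in CNT against NC glands. The sign changed without cow 4 or its CF (-0.0916), CFPD (-0.471) or NC (0.083) array, and also without both treated arrays of cow 4 (-0.0916 in CF and -0.471 in CFPD glands). In CFPD against CNT glands at 24 h, CXCL2 ranged from -4.77 to 0.594, CXCL8 from -4.84 to 0.816 and MAP3K8 from -1.31 to 0.559, each highest without cow 5 and also above 0 without the CFPD array of cow 5 (0.317, 0.509 and 0.348). MRPL39 at 24 h ranged from -0.271 to 0.218 in CF and from -0.224 to 0.199 in CFPD glands, and was 0.071 and 0.0665 with quantile normalization. It was above 0 without the treated array of cow 5, without the CNT array of cow 4 (0.043 and 0.057) and without cow 5 (0.148 and 0.13). At 48 h it ranged from -0.364 to 0.0208 in CF glands, highest without the CF array of cow 2. UXT at 24 h ranged from -0.396 to 0.0816 in CF, from -0.364 to 0.126 in CFPD and, against NC glands, from -0.208 to 0.228 in CNT glands. The sign changed without cow 4 and without its CNT array (0.0519, 0.0903 and -0.199), and in CNT glands with quantile normalization (-0.0558). MYD88 at 48 h ranged from -0.224 to 0.304 in CF, from -0.198 to 0.239 in CFPD and, against NC glands, from -0.154 to 0.305 in CNT glands. It was below 0 in CF glands without the CF array of cow 3 (-0.0775), the CNT array of cow 1 (-0.203) or cow 1, and with the labels exchanged (-0.0021, also with the block). In CFPD glands MYD88 was below 0 without the CFPD array of cow 3 (-0.0566), the CNT array of cow 1 or cow 1 (-0.164). In CNT glands it was below 0 with quantile normalization (-0.118) and without the CNT array of cow 3 (-0.0262), the NC array of cow 2 (-0.0133), the CNT array of cow 2 (-0.0712) or cow 2. CCL5 in CNT against NC glands at 48 h ranged from -0.0692 without the CNT array of cow 1 to 0.556. The cause was not tested.
As for all arrays, the signal over background limits what is seen of genes with low levels, and a fall of a gene near background is not measured in full.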

Differences from the paper's values

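Of the counts that the paper states, 3 differed from the value here by more than 1.5 times and 17 did not. Of its log2 fold changes, 2 differed by more than the standard error here and 28 did not. The counts here are of probe sets, at the paper's thresholds, and the paper's for treated glands are of annotated genes. Counted as gene symbols, CF against CNT glands at 24 h gave 175, near the paper's 171. CFPD against CNT glands at 24 h then gave 111 against the paper's 214, which differ by more than 1.5 times. The tally of counts thus depends on the unit counted. The alternatives named were set before the data were examined, except where the sentence says otherwise.
For CF against CNT glands at 24 h the paper gives 171 genes, 41 higher and 130 lower, and the values here are 278 probe sets, 71 higher and 207 lower. The total came within 1.5 times the paper's with the probe sets above the median in mean (213), with as many probe sets as the tables imply (157), without cow 4 (227) and counted as gene symbols (175). It did not with the cow as a block (768) or a random block (719), 1 fit of all arrays (318), no filter (289), the probe sets above the median in variance (446), a trended and robust prior (272), median centring (258), quantile normalization (268), no minimum fold change (324), an adjusted p under 0.01 (16), without the CNT gland of cow 5 (59) or cow 4 (488), without the CF gland of cow 5 (16) or cow 4 (7) and without cow 5 (5). With the CF and CFPD labels of cows 1 and 4 exchanged, an alternative chosen after seeing the values, the total was 243, with 70 higher and 173 lower, of which the total and the number lower came within, and 129 of the paper's 171 were called, while the remaining probe sets of Table S3 were not. This is as many as with the deposited labels, so the number called does not favour the exchange.
The number higher came within with as many probe sets as the tables imply (59), without cow 4 (31) and counted as gene symbols (36). It did not with the block (227), the random block (210), 1 fit of all arrays (66), no filter (73), the probe sets above the median in mean (66) or variance (99), a trended and robust prior (75), median centring (71), quantile normalization (94), no minimum fold change (81) or an adjusted p under 0.01 (2), nor without the CNT gland of cow 5 (3) or cow 4 (95), the CF gland of cow 5 (3) or cow 4 (2), or cow 5 (2). The number lower came within with the probe sets above the median in mean (147), as many as the tables imply (98), median centring (187), quantile normalization (174) and counted as gene symbols (139). It did not with the block (541), the random block (509), 1 fit of all arrays (252), no filter (216), the probe sets above the median in variance (347), a trended and robust prior (197), no minimum fold change (243) or an adjusted p under 0.01 (14), nor without the CNT gland of cow 5 (56) or cow 4 (393), the CF gland of cow 5 (13) or cow 4 (5), cow 4 (196) or cow 5 (3).
For CCL2 in CFPD against CNT glands at 24 h the paper gives a log2 fold change of -2.6, and the value here is -1.588 (standard error 0.564). It came within the standard error without the CFPD gland of cow 4 (-2.569) and without cow 4 (-2.308). In the other alternatives it lay between -1.849 and -0.6062, the latter without the CFPD gland of cow 5. The exchange of the labels of cows 1 and 4, which was chosen after seeing the values, gave -2.716, which came within, and with it 152 of the 213 tested probe sets of Table S5 were called, against 102 with the deposited labels and 196 with these and the cow as a block, while the remaining probe sets of Table S5 were not. With the exchange and the block together 211 were called, so the exchange raised the number with and without the block. The block alone also raised it, to 196, so a higher number is not particular to the exchange.
For CCL4 in CFPD against CNT glands at 24 h the paper gives -3.0, and the value here is -2.49 (standard error 0.316). It came within without the CNT gland of cow 4 (-2.908), the CFPD gland of cow 4 (-2.816) or cow 4 (-3.234), and in the other alternatives set before lay between -2.49 and -1.747, the latter without cow 5. The exchange of the labels, chosen after seeing the values, gave -2.691, which came within, with 152 of the 213 tested probe sets of Table S5 called, as given for CCL2.
Every probe set of Tables S1 to S6 had the same sign here. Of those tested, 167 of 230 in Table S1, 238 of 275 in S2, 129 of 171 in S3, 147 of 183 in S4, 102 of 213 in S5 and 109 of 136 in S6 were called in the same direction. With the cow as a block these were 227, 271, 169, 172, 196 and 130, and with the probe sets above the median in variance 217 of 230, 274 of 289, 160 of 171, 175 of 193, 162 of 213 and 129 of 146. With the labels exchanged, chosen after seeing the values, they were 172, 247, 129, 160, 152 and 112, and with the block as well 227, 271, 170, 179, 211 and 130.
The paper counts CCL2 and CXCL2 at 24 h and LBP at 48 h as lower in CFPD glands alone. Here CCL2 in CFPD glands at 24 h stood at an adjusted p of 0.203, and was called without the CFPD gland of cow 4 (0.0439) and, chosen after seeing the values, with the labels exchanged and the block (0.0244). In CF glands it stood at 0.0502, and was called with the block (0.00825), the random block (0.00904), 1 fit of all arrays (0.0477), the probe sets above the median in variance (0.0151) and a trended and robust prior (0.0492). CXCL2 in CFPD glands at 24 h, which Table S5 does not list, had a log2 fold change of -2.09 (standard error 1.30, adjusted p = 0.442), against -5.63 in CF glands (0.0751). The paper's Table 3 gives -1.0 for CXCL2 in CFPD glands, and the exchange, chosen after seeing the values, moves the value away from it, to -4.99 (standard error 1.66). With the deposited labels CXCL2 was called without the CFPD gland of cow 4 (0.0186) and, chosen after seeing the values, without either treated gland of cow 4 (0.0174). CXCL2 in CF glands at 24 h was called with the block (0.0231), the random block (0.0211), 1 fit of all arrays (0.0181) and the probe sets above the median in variance (0.022). LBP in CFPD glands at 48 h stood at -2.58 (adjusted p = 0.0855) and was called with the block (0.0249), the random block (0.0215), 1 fit of all arrays (0.03), the probe sets above the median in variance (0.0409), without the CFPD gland of cow 1 (0.0424) or cow 1 (0.044) and, chosen after seeing the values, with the exchange and the block (0.0176), CF and CFPD as 1 group (0.022) or the treated glands of cow 1 left out (0.0396). LBP in CF glands at 48 h stood at -2.33 (adjusted p = 0.094) and was called with the block (0.0302), the random block (0.0264) and 1 fit of all arrays (0.0339). At 24 h LBP was lower here in CF (-1.38) and in CFPD glands (-1.10), as Tables S3 and S5 also list it.
CXCL8, CSF1R and CD40 are among the genes the paper gives as lower in CFPD glands at 48 h. Here CXCL8 stood at -3.30 (adjusted p = 0.0524) and was called with the block (0.0162), the random block (0.0129), the probe sets above the median in variance (0.0159), without the CNT gland of cow 1 (0.0308) and, chosen after seeing the values, with the exchange (0.0447, and 0.0136 with the block) and CF and CFPD as 1 group (0.00931). CSF1R, which Table S6 does not list, stood at -1.09 (adjusted p = 0.0556) and was called with the block (0.0123), the random block (0.0103), 1 fit of all arrays (0.029) and, chosen after seeing the values, with the exchange and the block (0.0127) and CF and CFPD as 1 group (0.00647). In CF glands CSF1R (-1.40, adjusted p = 0.0142) was called, as in the paper. CD40 at 48 h was left out here by the filter. It was called with no filter in CNT against NC (1.09, adjusted p = 0.0192), CF against CNT (-1.40, 0.00565) and CFPD against CNT glands (-1.18, 0.0181), and with the probe sets above the median in variance (0.0236, 0.00542 and 0.021).
The paper gives CCL3 as the only one of CCL3, CCL4 and CCL5 that was still lower in treated glands at 48 h. Here CCL4 was also lower in CF (-1.62, adjusted p = 0.0246) and CFPD glands (-1.57, adjusted p = 0.036), as Tables S4 and S6 list it. The paper puts CXCL8 first among the C-X-C ligands in CNT glands at 24 h, with a moderate rise of CXCL2. Here CXCL2 rose by 5.27 (adjusted p = 0.0811) and CXCL8 by 5.23 (adjusted p = 0.101). CXCL2 in CNT glands at 24 h was called with the block (0.0273), the random block (0.0246), 1 fit of all arrays (0.0247), the probe sets above the median in variance (0.0304) and, chosen after seeing the values, without the treated glands of cow 4 (0.00412). CXCL8 in CNT glands at 24 h was called with the block (0.0479), the random block (0.0407), 1 fit of all arrays (0.0278), the probe sets above the median in variance (0.0436) and, chosen after seeing the values, with the exchange and the block (0.0458) or without the treated glands of cow 4 (0.0174). The paper puts CXCL2 first in CNT glands at 48 h. Here CXCL2 rose by 4.14, HP by 6.22, S100A9 by 5.43 and LBP by 4.23, and Table S2 has haptoglobin first and CXCL2 8th.
The paper gives the probe set that its tables name IL12A as lower in CF glands alone, at both time points. Here IL12A so named stood at -1.91 in CF (adjusted p = 0.0539) and -1.60 in CFPD glands (adjusted p = 0.0954) at 24 h, and was called in both with the block (0.00822 and 0.0154), the random block (0.00935 and 0.0183) and, chosen after seeing the values, the exchange and the block (0.0159 and 0.0139) and CF and CFPD as 1 group (0.0162). In CF glands it was also called with the probe sets above the median in variance (0.0238). At 48 h it was called in CF (-4.40) and not in CFPD glands (-2.60, adjusted p = 0.155), except, chosen after seeing the values, with CF and CFPD as 1 group (0.0272).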

Other observations

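Chosen after the result was seen were the regression on each cow and the exchange of labels, the glucocorticoid list by cow and between CFPD and CF glands, both tests of the probe set named IL12A, the block in the count of small p-values, alone and without the CNT arrays, and the splits for it, fits without the CNT arrays and the genes singled out for a difference between the time points.
With camera at its preset correlation, genes of leukocyte adhesion were shifted upwards in CNT against NC glands at both time points, and complement genes at 48 h. The complement list had a median log2 fold change of 0.172 at 24 h (adjusted p = 0.434 from camera) and 1.00 at 48 h (adjusted p = 0.000526, and 0.208 with an estimated correlation), and passed at 48 h without any 1 cow. CFB, a factor of the alternative pathway, rose by 3.88 at 24 h (standard error 0.21, adjusted p = 0.00183). The call ended only without cow 4 or cow 5, where the spread is that of the fit of all arrays. C1R, a protease of the classical pathway, rose by 1.91 at 48 h (standard error 0.25, adjusted p = 0.00397), and not past the threshold without cow 2 (0.122) or cow 3 (0.103). The adhesion list had medians of 1.06 at 24 h (adjusted p = 0.000194, and 0.279 with an estimated correlation) and 0.64 at 48 h (adjusted p = 0.00135, and 0.208). VCAM1, which binds leukocytes to the vessel wall, rose by 1.47 at 24 h (standard error 0.16, adjusted p = 0.0141), a call that ended in 5 of 6 fits without 1 array or cow (0.0694 to 0.835). ITGB2, a chain of leukocyte integrins, rose by 1.48 at 48 h (standard error 0.25, adjusted p = 0.0111), and lost its call without the NC gland of cow 2 (0.0559), cow 1 (0.134), cow 2 (0.0541) or cow 3 (0.105). Relative to CNT glands, the adhesion list fell at 24 h in CF (-1.31, adjusted p = 3.56e-05) and CFPD glands (-1.12, adjusted p = 5.02e-05), and at 48 h it stood at -0.863 (adjusted p = 0.000104) and -0.843 (adjusted p = 7.34e-05). Neutrophil markers stood at -3.16 and -2.95 at 24 h and at -2.11 and -1.9 at 48 h in these comparisons. In CNT against NC glands they had risen (2.97 and 2.34). The adhesion list thus does not separate a change of expression from one in the cells of the sample. Neither the complement nor the adhesion list passed with an estimated correlation (adjusted p = 0.208 or more).
Several other lists did not pass in CNT against NC glands. The medians at 24 h and 48 h were -0.0826 (adjusted p = 0.68 from camera) and 0.159 (adjusted p = 0.189) for T and NK cells, -0.131 (adjusted p = 0.0929) and -0.00815 (adjusted p = 0.565) for stromal and endothelial markers and 0.309 (adjusted p = 0.529) and 0.13 (adjusted p = 0.531) for chemokine receptors. B cell markers had -0.282 at 48 h (adjusted p = 0.357) and adipocyte markers 0.206 at 24 h (adjusted p = 0.198). Toll-like receptor genes had 0.394 at 24 h (adjusted p = 0.00128, and 0.255 with an estimated correlation) and 0.267 at 48 h (adjusted p = 0.102, and 0.011 without cow 1). CD69, an early activation marker of lymphocytes, rose by 2.34 at 24 h (standard error 0.41, adjusted p = 0.0386), a call that ended in 5 of 6 fits without 1 array or cow (0.149 to 0.587).
In CFPD against CF glands at 48 h, neutrophil markers (median 0.124, adjusted p = 0.0207), matrix proteases and their inhibitors (0.169, adjusted p = 0.0207), cytokines (0.13, adjusted p = 0.0318) and mammary epithelial markers (0.155, adjusted p = 0.046) were shifted upwards and cholesterol synthesis downwards (-0.121, adjusted p = 0.046). No list of these passed with an estimated correlation (adjusted p = 0.794) or with fry (0.96). None of these passed without cow 2 (0.152 to 0.99), and with the labels of cow 1 exchanged only the epithelial markers did (adjusted p = 0.00945). Without cow 1, neutrophil markers (0.157), cytokines (0.0507) and cholesterol synthesis (0.0507) did not pass, and without cow 3 cytokines did not (0.0725). T and NK cell markers did not pass (median 0.176, adjusted p = 0.0667), but did with the cow as a block (0.00344), with the probe set of highest variance for each gene (0.0474) and without cow 2 (0.00249).
Among the probe sets called in CNT against NC glands, all had the opposite sign in CF and in CFPD against CNT glands, and many were called there in the opposite direction. These were 223 and 153 of 311 at 24 h and 177 and 146 of 346 at 48 h, where chance gives 3.9, 2.55, 4.28 and 3.03. Both fold changes use the same CNT arrays, and in simulated groups without a change 89.1% and 88.9% at 24 h and 90.4% and 89.9% at 48 h had opposite signs.
No difference between the time points was called by limma (1052 probe sets with an unadjusted p under 0.05 in CNT against NC glands). DZIP3 (2.68 at 48 h relative to 24 h, standard error 0.42), CD40 (-1.78, standard error 0.29) and SLC3A2 (1.79, standard error 0.30) had the smallest p in CNT against NC glands (adjusted p = 0.0845 for each), and were called with the cow as a block (adjusted p = 0.0266, 0.0166 and 0.0174). Different cows were sampled at the time points, so that cow and time are not separated.
The fold changes of Tables S3 to S6 follow the deposited arrays less closely than those of Tables S1 and S2, with root mean square differences of 0.164 (S3), 0.234 (S5), 0.117 (S4) and 0.116 (S6) against 0.0823 (S1) and 0.0586 (S2). With the CF and CFPD arrays of cow 4 exchanged they were 0.0762 and 0.0859 for S3 and S5, and with those of cow 1 exchanged 0.0589 and 0.0692 for S4 and S6, which would put the CF gland at the left rear in every cow. In a regression of the tables' difference between CFPD and CF glands on that of each cow, cows 4 (-0.416, standard error 0.0171) and 1 (-0.301, standard error 0.019) had negative coefficients and cows 5 (0.453), 2 (0.32) and 3 (0.334) positive ones, and a normalization of each time point on its own is excluded as the whole cause, since that of cow 4 was -0.408 after quantile normalization (standard error 0.0167). From the deposited values, the side on which the exchange lies cannot be told apart: the mean difference of the glucocorticoid responsive genes between CFPD and CF glands was -0.209, 1.02, -0.124, 0.245 and -0.000529 in cows 1 to 5, which has the sign that an exchange in the deposited labels needs in 2 of 5 cows, and no biological explanation was tested. By the paper's qPCR on the same RNA, expression appeared lowest in CFPD glands, with no significant difference at 24 h. In the paper, milk CXCL2 and neutrophils in tissue sections were lower in CFPD than in CF glands. Bacteria still grew at 24 h in 1 CF gland. All these reports go with the tables' labels and against those deposited for cow 4. In cow 4, CXCL2 stood at 11.16 in the gland labelled CFPD and at 5.356 in that labelled CF. However, the paper gives none of these reports by numbered cow. At 48 h, where cow 4 was not sampled, its qPCR had LBP and CXCL8 significantly lower in CFPD than in CF glands.
The probe set that the paper's tables name IL12A rose in CNT glands, and the array's annotation assigns it to ceruloplasmin. Over the 20 arrays, another probe set of ceruloplasmin correlated with it at r = 0.9619, the highest of 13486 probe sets (the top 0.00742%), and a further one at r = 0.9576. The probe set annotated to IL12A correlated at -0.454. It did not rise in CNT glands (log2 fold change 0.0464 at 24 h and -0.214 at 48 h, standard error 0.22 and 0.194), but with a mean level of 5.41 it lies near background, so whether IL12A responds in only some of its probe sets stays open. The correlations are consistent with the probe set measuring ceruloplasmin, and no sequence was compared.
The glucocorticoid responsive genes did not pass in CFPD against CF glands at 24 h (median 0.0994, adjusted p = 0.321 from camera) or at 48 h (0.176, adjusted p = 0.102), where they passed without cow 3 (adjusted p = 0.0242) and with the labels of cow 1 exchanged (median 0.427, adjusted p = 0.00945). The doubt about the labels keeps open whether prednisolone acted on these genes. In CNT against NC glands their medians were 0.363 (adjusted p = 0.0611) and 1.02 (adjusted p = 0.0743).
At 48 h, 82 probe sets had an unadjusted p under 0.05 in CF against NC glands, where 650 are 5% of those tested. Without the CNT arrays in the fit the number was 118, so that their spread is excluded as the whole cause. It was 249 with the cow as a block, and 562 with both changes. In the other splits that part the arrays of each cow, these numbers were 78 to 772 and 232 to 2074. Whether differences between cows account for the low number, alone or together with the CNT arrays, therefore cannot be told apart from the variation between splits.
With 3 arrays against 3 at 48 h there are 10 splits, too few for a share under 0.05. The real split of CNT and NC arrays called 346 probe sets and the highest of the other splits 0. In CF against CNT arrays these were 213 and 0, and in CFPD against CNT arrays 157 and 0, so that in each of these 1 split of 10 called as many. Between CF and NC arrays, CFPD and NC arrays and CFPD and CF arrays the real split called 0 with limma (82, 43 and 21 with an unadjusted p under 0.05), which all 10 splits reached, and the highest of the others was 0, 0 and 75. The split with 75 sets both arrays of cow 3 and the CF array of cow 2 against both arrays of cow 1 and the CFPD array of cow 2, which points to differences between cows. In fits with the cow as a block, the real splits called 672, 517 and 399, and 0 in the last 3, and no other split that parts each cow's arrays called any.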
